# Inhibition of cytoplasmic cap methylation identifies 5′ TOP mRNAs as recapping targets and reveals recapping sites downstream of native 5′ ends

**DOI:** 10.1093/nar/gkaa046

**Published:** 2020-01-30

**Authors:** Daniel del Valle Morales, Jackson B Trotman, Ralf Bundschuh, Daniel R Schoenberg

## Abstract

Cap homeostasis is the cyclical process of decapping and recapping that maintains the translation and stability of a subset of the transcriptome. Previous work showed levels of some recapping targets decline following transient expression of an inactive form of RNMT (ΔN-RNMT), likely due to degradation of mRNAs with improperly methylated caps. The current study examined transcriptome-wide changes following inhibition of cytoplasmic cap methylation. This identified mRNAs with 5′-terminal oligopyrimidine (TOP) sequences as the largest single class of recapping targets. Cap end mapping of several TOP mRNAs identified recapping events at native 5′ ends and downstream of the TOP sequence of EIF3K and EIF3D. This provides the first direct evidence for downstream recapping. Inhibition of cytoplasmic cap methylation was also associated with mRNA abundance increases for a number of transcription, splicing, and 3′ processing factors. Previous work suggested a role for alternative polyadenylation in target selection, but this proved not to be the case. However, inhibition of cytoplasmic cap methylation resulted in a shift of upstream polyadenylation sites to annotated 3′ ends. Together, these results solidify cap homeostasis as a fundamental process of gene expression control and show cytoplasmic recapping can impact regulatory elements present at the ends of mRNA molecules.

## INTRODUCTION

Loss of the mRNA 5′ cap is generally an irreversible step that leads to degradation by XRN1 (1). However, in 2009 we described a cytoplasmic complex of enzymes that is capable of restoring the cap onto RNAs with 5′-monophosphate ends (2), and others described the existence of capped ends within the body of mRNAs, downstream of the native (i.e. canonical) cap site (3). The cytoplasmic capping complex contains capping enzyme (RNGTT, referred to here as CE), a 5′-monophosphate kinase, and the heterodimer of cap methyltransferase (RNMT) with its activating subunit (RAMAC or RAM). This assembles on adapter protein NCK1, with CE bound to the third SH3 domain, the 5′ kinase bound to the second SH3 domain (4), and the RNMT:RAMAC heterodimer bound directly to CE (5). These findings are summarized in a recent review (6), where we also discuss the broader relationship of cytoplasmic capping to transcriptome and proteome complexity.

Although the biochemical steps in cytoplasmic capping are now established, less is known about characteristics of recapping targets and how these are selected. A recent proteomics analysis of the cytoplasmic CE interactome identified 66 interacting proteins, 52 of which are RNA-binding proteins (7). Based on those findings we proposed that target selectivity is determined by binding by one or more of these proteins. Their subsequent interaction with cytoplasmic CE then mediates assembly of the recapping complex on specific mRNPs.

Our previous work identified recapping targets by the appearance of uncapped transcripts when cytoplasmic capping was blocked by overexpression of an inactive form of CE (8). Fortuitously, many uncapped transcripts were fairly stable and could be identified by their *in vitro* susceptibility to digestion with XRN1 (8). However, this approach is limited to a metastable pool of uncapped transcripts and is dependent on biochemical separation of capped versus uncapped RNAs. Given the central role of NCK1 in both receptor tyrosine kinase signaling and in assembling the cytoplasmic capping complex, it is likely that the scope of recapping targets differs between cell types and in tissues. We therefore sought to develop a way of identifying recapped mRNAs that is broadly applicable and independent of cap status.

The approach we present here is based on the observation in (5) that cytoplasmic cap methylation could be inhibited by overexpression of a C-terminal portion of RNMT(121-476) carrying a mutation in the binding site for *S*-adenosylmethionine (termed ΔN-RNMT). Cells possess enzymes that degrade mRNAs with improperly methylated caps (9,10), and steady-state levels of several well-characterized recapping targets declined in cells expressing ΔN-RNMT whereas non-target mRNAs were unchanged. Here this approach is merged with quantitative RNA-Seq for transcriptome-wide identification of recapping targets. With this we identify mRNAs with 5′-terminal oligopyrimidine (TOP) sequences as the largest single group of recapping targets and provide the first direct evidence for recapping at both the native 5′ end and at downstream sites.

## MATERIALS AND METHODS

### Cloning of pcDNA3/TO-ΔN-RNMT plasmid

With pcDNA3-FLAG-RNMT 121–476 D203A (‘pcDNA3-ΔN-RNMT,’ (5); Addgene plasmid #112708) as template, Phusion Site-Directed Mutagenesis (Thermo Fisher F541) was used with forward primer JT130 (5′-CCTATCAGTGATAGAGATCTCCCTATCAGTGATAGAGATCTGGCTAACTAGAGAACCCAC-3′) and reverse primer JT127 (5′-GAGAGCTCTGCTTATATAGACCTCCCA-3′) to insert two copies of the tetracycline operator sequence (TetO_2_) between the CMV promoter TATA box and the transcription start site at the same location as in pcDNA4/TO (Thermo Fisher V102020). The sequence of the resulting plasmid, pcDNA3/TO-ΔN-RNMT, was verified by Sanger sequencing.

### Generation and culture of U2OS-TR/ΔN-RNMT stable cell line

Human U2OS osteosarcoma cells stably expressing the tetracycline repressor (U2OS-TR) were described previously in (2). To generate cells with tetracycline-inducible ΔN-RNMT stably integrated, U2OS-TR cells were transfected with pcDNA3/TO-ΔN-RNMT using Fugene 6 following the manufacturer's protocol. Cells were selected in medium containing 600 μg/ml G418 (Thermo Fisher 10131035), seeded at low density on new dishes, and individual colonies were isolated with cloning cylinders and expanded. Several clonal lines were tested by Western blotting for responsiveness to doxycycline induction of ΔN-RNMT, and the line with the greatest level of expression (#17) was chosen for this study. Cells were grown at 37°C and under 5% CO_2_ in McCoy's 5A medium (Thermo Fisher 116600) supplemented with tetracycline-free fetal bovine serum (Atlanta Biologicals S10350) to 10% (v/v).

### Immunofluorescence

U2OS-TR/ΔN-RNMT cells were seeded on glass coverslips and cultured for 25 h in medium with or without 1 μg/ml doxycycline before fixing with ice-cold methanol for 20 min. Coverslips were washed three times with PBS before blocking in IF Block Solution (PBS containing 1% (w/v) BSA and 0.05% (v/v) Triton X-100) at room temperature for 90 min. ΔN-RNMT was visualized by incubating at 4°C overnight with a 1:1000 dilution of mouse monoclonal anti-FLAG (Sigma F3165). Coverslips were washed three times for 5 min with IF Wash Buffer (PBS containing 0.5 mM MgCl_2_ and 0.05% (v/v) Triton X-100) and then incubated in the dark at room temperature for 60 min in IF Block Buffer containing a 1:1000 dilution of anti-mouse Alexa Fluor 680 (Thermo Fisher A21057) and 0.75 μg/ml DAPI. Coverslips were washed three times with IF Wash Buffer as before, mounted on glass microscope slides with ProLong Gold Antifade Mountant (Thermo Fisher P36930), and incubated in the dark at room temperature overnight to allow the mountant to cure. Images were acquired at room temperature with a Nikon Eclipse Ti-U inverted microscope fitted with a CFI Plan Apo VC 60× oil immersion objective and a Nikon DS-Qi1 monochrome digital camera. Images were analyzed using Nikon NIS-Elements AR 3.10 software. Specificity of the secondary antibody for the primary antibodies was confirmed by parallel preparation of control coverslips not treated with primary antibody.

### Western blotting

Cytoplasmic extracts were diluted to 1× Laemmli sample buffer, heated at 95°C for 5 min, and electrophoresed on Bio-Rad Mini-PROTEAN TGX SDS-PAGE gels at 150V in 1× Tris/glycine buffer containing 1% SDS (w/v). Proteins were then transferred to an Immobilon-FL PVDF membrane (Millipore Sigma IPFL00010) at 4°C and at 100V for 60 min in 1× Tris/glycine buffer containing 20% methanol (v/v) and 0.1% SDS (w/v). Membranes were blocked at room temperature in 3% BSA (w/v) in TBS for at least 30 min. Primary antibody staining was performed with rabbit anti-RNMT antibody (Proteintech 13743-1-AP, 1:500 dilution) or rabbit anti-EEF2 (One World Lab; 1:500 dilution) in 3% BSA (w/v) in TBS. Following three 10-min washes with TBS-T, membranes were incubated in the dark for 30 min in 3% BSA (w/v) in TBS containing a 1:10,000 dilution of anti-rabbit Alexa Fluor 680 (Thermo Fisher A21109). Membranes were washed with TBS-T as before, and Western blots were visualized on a Li-Cor Odyssey at 700 nm.

### Preparation of cytoplasmic RNA

3 × 10^6^ cells were split into a 10 cm dish and after 48h, 1 μg/ml of doxycycline was added. Twenty-four hours later, cells were rinsed once with ice cold phosphate buffered saline (PBS) and suspended in 1 ml of PBS with a cell scraper. The recovered cells were centrifuged at 2500 × g for 5 min at 4°C, washed once with 1 ml PBS and centrifuged again at 2500 × g for 5 min at 4°C. The pelleted cells were resuspended in 5 volumes of lysis buffer (20 mM Tris–HCl, pH 7.5, 150 mM NaCl, 5 mM MgCl_2_, 1 mM DTT, 0.2% NP-40, 80 U/ml RNaseOUT (Invitrogen)) and incubated on ice for 10 min. Nuclei were removed by centrifugation at 12 000 × g for 10 min at 4°C. The supernatant fraction was used for western blot analysis and for RNA isolation using Direct-zol RNA MiniPrep Kit (Zymo Research R2053) including an in-column DNAse I digestion. Purified RNA was eluted in RNase free water.

### Preparation and sequencing of QuantSeq REV libraries

Sequencing libraries were prepared from 2 μg of cytoplasmic RNA from uninduced or 24 h doxycycline-treated (induced) cells carrying the ΔN-RNMT transgene (*n* = 5 for each) or parental U2OS-TR cells (*n* = 3 for each) using the QuantSeq 3′ mRNA-Seq Library Prep Kit REV for Illumina (Lexogen) according to manufacturer's protocol. The final concentration of each library was determined using Qubit 2.0 Fluorometer (Invitrogen). Paired end 75 sequencing of libraries from ΔN-RNMT expressing cells was performed by Lexogen at the Vienna Biocenter Core Facility on an Illumina NextSeq 500. Paired end 150 sequencing of libraries from U2OS-TR cells was performed in the Genome Services Laboratory at Nationwide Children's Hospital, Columbus, OH, on an Illumina MiSeq.

### Quantitative RT-PCR

0.5 μg of cytoplasmic RNA was spiked with 1 fmol of CleanCap^®^ mCherry mRNA (Trilink L7023) and 0.5 μl of oligo(dT)_15_ primer (500 μg/ml) in a total volume of 10 μl. The mixture was incubated at 65°C for 5 min and immediately placed on ice. The mixture was brought to 20 μl with 4 μl of 25 mM MgCl_2_, 1 μl of 10 mM dNTPs, 4 μl of GoScript^®^ 5× Reaction Buffer and 1 μl of GoScript^®^ Reverse Transcriptase (Promega A2791). Reactions were placed in the thermocycler at 25°C for 5 min, 42°C for 1 h and 70°C for 15 min. The resulting cDNA was quantified by real time PCR in technical triplicate reactions containing 0.5 μM reverse and forward primer (Supplementary Table S4) and 1× SensiFAST SYBR No-ROX (Bioline, BIO-98005) with a Bio-Rad CFX Connect real-time PCR detection system. PCR was performed with the protocol of 95°C for 3 min, 40 cycles of (95°C for 10 s, 55°C for 30 s).

### Quantification and statistical analysis of RT-qPCR data

RT-qPCR data were analyzed using Bio-Rad CFX Maestro^®^ Software. Ct values were determined by regression mode. Fold change was determined by the ΔΔCq method corrected for the primer efficiency and normalized to the mCherry mRNA spike-in control and STRN4 as an endogenous non-target control. Values for uninduced (or 0h) samples were arbitrarily set to 1. Statistical analysis was performed with GraphPad Prism 6 and significance was determined by unpaired *t*-test, with results having *P* value <0.05 considered significant. For Figure 3B, GraphPad Prism 6 was used to plot the mean ± standard deviation of independent biological triplicates.

### 5′ end analysis

2 μg of cytoplasmic RNA spiked with 1 fmol of mCherry mRNA and 1 fmol uncapped Luciferase RNA (Promega) was used for gene specific 5′ end mapping using TeloPrime^®^ Full-Length cDNA Amplification Kit V1 (Lexogen) according to the manufacturer's protocol. The resulting cDNA was PCR amplified with MyTaq 2× mix (Bioline IO-21105) using gene specific reverse primers and the TeloPrime forward adapter primer. PCR samples were ethanol precipitated, separated on a 6% native PAGE gel, and bands were visualized using SYBR^®^ Gold Nucleic Acid Gel Stain (Thermo Fisher S11494). Bands of interest were excised from the gel and centrifuged through a 0.6 ml microtube for 1 min at 13 000 × g. The crushed gel slice was soaked in 3 volumes of nuclease free water and incubated overnight at room temperature with slight agitation. Eluted DNA was ethanol precipitated and sequenced using gene specific reverse primers at the Genomics Shared Resource at The Ohio State University. The doublet bands of EIF3K and EIF3D were extracted as described above. The recovered DNA was incubated with MyTaq 2× mix (Bioline) at 70°C for 20 min to add overhanging A residues and purified using DNA Clean and Concentrator-5 (Zymo). These were then ligated into pGEM^®^-T Easy Vector System (Promega A1360) for 1 h at room temperature using a 3:1 insert to vector ratio and T4 DNA ligase (Promega M1801) and transformed into Stellar Competent Cells (Clontech) cells following the manufacturer's protocol. Transformed cells were plated on LB/ampicillin plates and incubated overnight at 37°C. Individual colonies were grown in liquid medium (LB/ampicillin), and plasmid DNA was recovered using NucleoSpin Plasmid kit (Clontech). The purified plasmids were sequenced at the Genomics Shared Resource at The Ohio State University using T7 promoter forward primer, and capped ends were identified as the sequence immediately adjacent to the TeloPrime adaptor.

### Bioinformatics

Data reduction was performed using the REV Human (GRCh38) Lexogen QuantSeq 2.2.3 pipeline from the Lexogen Blue Bee platform. Files were filtered for base mean read count >20 across all samples (12,134 genes), and differential gene expression profiling was performed using DESeq2 (11) on Galaxy (12). Gene groups were identified by their statistical overrepresentation using default settings in the PANTHER (Protein ANalysis THrough Evolutionary Relationships) Classification System (13,14), version 14.0 released 2018-12-03. The Annotation Data Set was set to PANTHER Protein Class and analysis was performed using Fisher's Exact Test with False Discovery Rate correction. To identify genes with changes in 3′-UTR usage, reads in the terminal 50 nucleotides of each gene were counted separately from reads throughout the entire gene body for each hGRC38 RefSeq gene using featureCounts (15). Read counts in the terminal 50 nucleotides were provided as ‘Ribo-Seq’ data to RiboDiff (16) while total transcript length read counts were provided as ‘RNA-Seq’ such that RiboDiff would identify genes with changes in the ratio between read counts at the annotated 3′UTR end and read counts across all possible 3′UTR ends as a function of ΔN-RNMT induction. Genes were considered significant if the multiple testing corrected *P*-value for a change in the ratio reported by RiboDiff was <0.05.

## RESULTS

### An inducible system for studying the impact of inhibiting cytoplasmic cap methylation

Tetracycline-inducible U2OS cells were transfected with a plasmid expressing ΔN-RNMT under tetracycline operator control, and clonal lines were characterized for tightness of expression and degree of inducibility. The western blot in Figure 1A shows one such line where ΔN-RNMT was only expressed in doxycycline-treated cells, and its induction had no impact on endogenous RNMT. ΔN-RNMT lacks the N-terminal nuclear localization sequences of the native protein, and addition of the HIV Rev NES restricts its distribution to the cytoplasm. Immunofluorescence shows no evidence for ΔN-RNMT expression in the absence of doxycycline treatment, and following doxycycline addition, the induced protein is restricted to the cytoplasm (Figure 1B). Thus, it is unlikely that changes observed upon induction of ΔN-RNMT result from inhibition of nuclear cap methylation.

**Figure 1.**
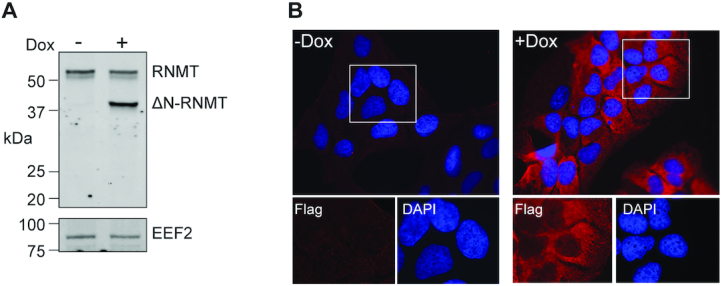
An inducible cell system to inactivate cytoplasmic cap methylation. A line of tetracycline-inducible U2OS cells was transfected with a plasmid bearing a tetracycline-regulated transgene expressing ΔN-RNMT. Clonal lines were selected by growth in medium containing G418 and analyzed for potential leakiness and inducible expression. One clonal line was selected for use in this study. (**A**) Cells carrying the ΔN-RNMT transgene were cultured for 24 h in the absence (–) or presence (+) of doxycycline (Dox), and cytoplasmic extracts were analyzed by western blotting with anti-RNMT antibody. The lower panel shows a portion of the same blot probed with antibody to EEF2 used in (7). (**B**) The same cell line grown on coverslips was again cultured for 24 h in the absence or presence of doxycycline, then fixed and stained with DAPI and antibody to the FLAG tag on ΔN-RNMT. The areas in white boxes are shown enlarged at the bottom of the figure.

### Targeting cap methylation to identify recapping targets

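Cytoplasmic RNA came from U2OS-TR cells, a human osteosarcoma line that carries the tetracycline repressor, with the ΔN-RNMT transgene integrated. The data were 5 libraries from uninduced cells and 5 from cells given doxycycline 48 h after they were split and collected 24 h later. The paper gives 1 μg/ml doxycycline for the induced cells only, whereas the protocol recorded with the libraries lists 1 μg/ml for every one of them. The paper's treatments were used here. The authors deposited the number of sequence tags counted on each Ensembl gene by the Lexogen QuantSeq REV pipeline for GRCh38, one library at a time and without normalization. The paper's text does not name the aligner, the annotation release, the handling of duplicate tags or whether the counting used strand. Reads of 75 nt gave between 18991617 and 23251834 gene counts per uninduced library (median 21452610) and between 12527183 and 20781875 per induced library (median 14792238). For each count on a gene, between 0.0744 and 0.106 tags fell outside genes, and between 0.561 and 1.33 aligned to more than 1 place and were left out of the counts. Genes with close copies therefore keep only part of their tags. All pairs of libraries within a group differed by more than the sampling noise. The closest pair, induced replicates 1 and 3, had a chi-square per degree of freedom of 4.55, so no library was counted as a duplicate.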

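The counts were filtered for a base mean above 20 over the 10 libraries, which kept 13038 genes. They were scaled with edgeR's TMM factors, which give the scaled counts per mega-count (CPM) printed for single genes, and induced libraries were compared with uninduced ones by its quasi-likelihood test. Benjamini-Hochberg adjusted P values below 0.05 were called, with a 1.5-fold limit where the paper uses one. The choices that could change the numbers are the scaling, the filter, the test, the use of replicate numbers and a correction for GC content. The median log2 fold change of all genes was 0.04 with TMM and 0.28 when libraries were scaled by total counts alone. Changes are therefore given relative to TMM's reference.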

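RNMT, the gene the transgene was made from, was examined first because it checks the labels. It lies on chromosome 18 of GRCh38 from 13726660 to 13764556 on the forward strand, has 12 exons in its canonical transcript and overlaps FAM210A on the opposite strand. RNMT had 74.3 ± 22.4 CPM (SD, n = 5) in uninduced libraries and 346 ± 78.0 (SD, n = 5) in induced libraries. The log2 fold change was 2.22 (standard error 0.23, adjusted P = 0.00805 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Every induced library, from 266 to 458 CPM, held more RNMT than every uninduced one, from 55.6 to 112. With each replicate left out in turn, the log2 fold change stayed between 2.10 and 2.40. Counts on RNMT do not separate transgene from endogenous RNA.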

Quantitative changes in transcript levels upon ΔN-RNMT expression were determined using the QuantSeq^®^ 3′ mRNA RNA-Seq REV (Lexogen) system. Rather than sequencing the entire transcriptome, this approach generates libraries of 3′-UTR sequence tags adjacent to the poly(A) tail. Libraries were prepared from cytoplasmic RNA of 5 biological replicates of control and ΔN-RNMT expressing cells. The reproducibility of this approach is shown in Supplementary Figure S1A, and metagene analysis confirmed sequence tags are concentrated at the mRNA 3′ end (Supplementary Figure S1B). 

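Pearson correlations of gene counts were computed for the 45 pairs of the 10 libraries over the tested genes. They ranged from 0.85, between uninduced replicate 3 and induced replicate 5, to 0.999, with a median of 0.959. Pairs of uninduced libraries lay between 0.873 and 0.999 and pairs of induced libraries between 0.939 and 0.998, so the widest spread among replicates was in the uninduced group. Pairs with 1 library from each group lay between 0.85 and 0.993. A correlation of raw counts is set largely by the most abundant RNAs. The change that moved it most was the use of ranks, with which the lowest value was 0.794, again between uninduced replicate 3 and an induced library. These are correlations across genes, which are not independent replicates.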

Additional confirmation was obtained by directly visualizing the locations of sequence tags on randomly selected transcripts. Examples of this are shown in Figure 2A for one recapped mRNA (VDAC3) and two controls (STRN4, ACTB). 

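VDAC3 lies on chromosome 8 from 42391624 to 42405937 and has 1 annotated pseudogene. Its level was 172 ± 3.07 CPM (SD, n = 5) in uninduced cells and 152 ± 15.1 (SD, n = 5) with ΔN-RNMT. The log2 fold change was −0.18 (standard error 0.12, adjusted P = 0.244, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With total counts alone it was 0.05, but the median of all genes then moved from 0.04 to 0.28. VDAC3 lay below that median with either scaling. With offsets for GC content, its log2 fold change was −0.45 (adjusted P = 0.0314 from edgeR with Benjamini-Hochberg adjustment). STRN4, on chromosome 19 from 46719511 to 46746994, went from 21.1 ± 5.10 to 31.8 ± 9.40 CPM, a log2 fold change of 0.59 (standard error 0.23, adjusted P = 0.0582 from edgeR with Benjamini-Hochberg adjustment). With replicate numbers as a block, its adjusted P was 0.0449 (edgeR, Benjamini-Hochberg). GC offsets raised the log2 fold change of STRN4 to 0.997 (adjusted P = 0.0296 from edgeR with Benjamini-Hochberg adjustment). ACTB, on chromosome 7 from 5526409 to 5563902, has 11 annotated pseudogenes, so part of its tags may be missing from the counts. It went from 882 ± 407 to 369 ± 96.4 CPM, a log2 fold change of −1.26 (standard error 0.31, adjusted P = 0.0177 from edgeR with Benjamini-Hochberg adjustment). ACTB stayed past the threshold with each replicate left out, with log2 fold changes from −1.44 to −0.99.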

Sequence data beneath the ACTB shows the tag corresponds to the 75 nt immediately upstream of the poly(A) addition site. To control for potential off-target effects of doxycycline (17), we also prepared and sequenced libraries from parental U2OS-TR cells (Supplementary Figure S1C). 

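The control data were 3 libraries from untreated parental U2OS-TR cells and 3 from parental cells treated with doxycycline for 24 h. These were sequenced at another facility and on another instrument than the transgene libraries, with reads of 150 nt. The authors deposited unnormalized counts per gene made with the same pipeline. There were 1578749, 1639782 and 3214808 gene counts in the untreated libraries and 2979789, 2445875 and 1473286 in the treated ones. For each count on a gene, between 1.11 and 1.50 tags fell outside genes. Mitochondrial genes took between 1.76% and 9.38% of the counts. The base mean filter, applied to these 6 libraries alone, kept 9124 genes. Counts simulated from these libraries with 200 changed genes showed what the test can detect when few genes change. A change in many genes, which can be easier to call after adjustment, was not simulated for these libraries. edgeR's test called none of the genes changed 2-fold, 32% of those changed 4-fold and 81.5% of those changed 8-fold. DESeq2's Wald test called 3%, 59.5% and 85.5% of them, with 6, 23 and 38 false calls against 0, 4 and 12. An exact test of a single value cannot give a P below 0.1 with 3 libraries against 3. Cell line, instrument and read length cannot be told apart in any comparison of these libraries with those carrying the transgene.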

Only a single non-coding RNA declined significantly with doxycycline treatment, thus indicating any changes observed are specific to ΔN-RNMT.

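With 3 libraries per group, 0 of the 9124 genes had a Benjamini-Hochberg adjusted P below 0.05 in edgeR's quasi-likelihood test, and 267 had an unadjusted P below 0.05. The lowest P belonged to MALAT1, a long non-coding RNA on chromosome 11 from 65497640 to 65508073. MALAT1 had 745 ± 513 CPM (SD, n = 3) without doxycycline and 125 ± 4.39 (SD, n = 3) with it. Its log2 fold change was −2.57 (standard error 0.54, adjusted P = 0.997 from edgeR with Benjamini-Hochberg adjustment). The untreated replicates held 1310, 311 and 612 CPM and the treated ones between 121 and 129. The number of calls depended on the test. DESeq2's Wald test called 1 gene, MALAT1, with an adjusted P of 0.0170 by its defaults and 0.0213 with a beta prior (Benjamini-Hochberg adjustment). Without the filter on low counts edgeR called 10 genes, all lower. With the replicate number as a block, edgeR called 0 genes, and 239 had an unadjusted P below 0.05. The numbers did not pair these libraries, since deviations of same-numbered libraries from their group means had a mean correlation of −0.0598. From the single RNA that declined, the paper concludes that the changes seen in induced cells are specific to ΔN-RNMT.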

**Figure 2.**
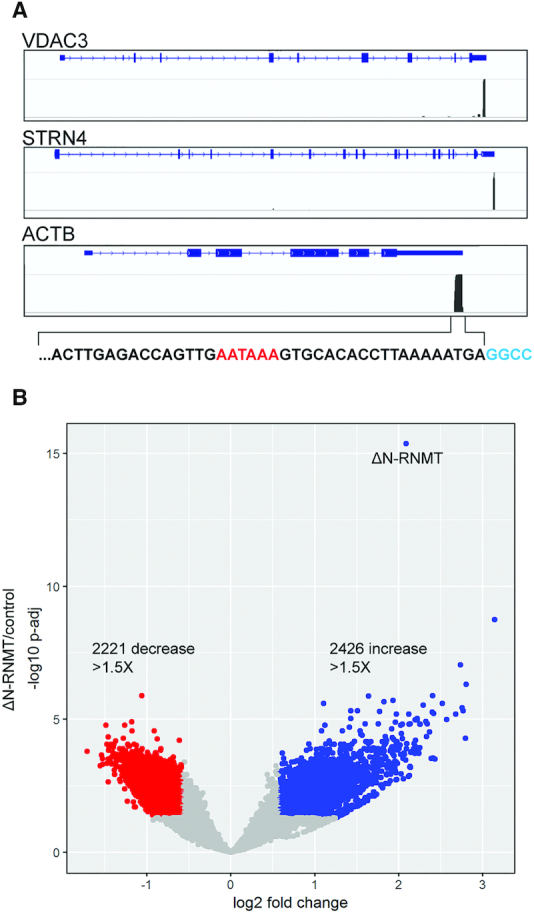
Positioning of 75 bp sequence tags and quantitative changes following inhibition of cytoplasmic cap methylation. (**A**) The genome locations of the QuantSeq REV sequence tags are shown for one cytoplasmic capping target originally identified in (8) (VDAC3) and two non-target mRNA (STRN4, ACTB). A portion of the latter 75 bp sequence tag is shown in black with the AAUAAA poly(A) signal highlighted in red. (**B**) The QuantSeq REV data from Supplementary Table S2 are displayed by volcano plot, with transcripts that decrease with ΔN-RNMT shown in red and those that increase shown on blue.

### TOP mRNAs are susceptible to disruption of cytoplasmic cap methylation

5606 mRNAs undergo some degree of change following induction of ΔN-RNMT (Supplementary Table S1), with approximately equal numbers decreasing and increasing >1.5-fold (Figure 2B). 

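Of the 13038 genes tested, 5183 had a Benjamini-Hochberg adjusted P below 0.05 in edgeR's quasi-likelihood test. Among them 2184 were lower and 2349 higher with ΔN-RNMT by more than 1.5-fold. An unadjusted P below 0.05 was found for 6949 genes. Every induced library lay on one side of every uninduced library for 952 genes, or 7.30%, where chance gives 0.794%. These included 849 of the called genes. The balance of directions depended on scaling. With TMM 50.2% of the calls were higher, and with scaling by total counts alone 74.2% were, with 1078 genes lower and 3583 higher by more than 1.5-fold. With the replicate number as a block there were 5188 calls, 2019 lower and 2805 higher by the same limit, and 4492 of them were shared with the fit without it. The deviations of same-numbered libraries from their group means had a mean correlation of 0.0260, against −0.0490 for libraries with different numbers. Of the alternatives set in advance, the one that moved the total most was a surrogate variable estimated from the counts. With it 1 gene, RNMT, was called, and 3431 genes had an unadjusted P below 0.05. A variable estimated from the counts can follow the treatment and then removes its effect too. The fall in calls therefore does not decide whether they are due to induction. Offsets for GC content gave 3476 calls, of which 2769 were shared with the fit without them. The fits that each left out 1 replicate gave between 1869 and 7604 calls.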

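The largest falls among called genes whose groups did not overlap were in RNAs with few tags. TMEM169, on chromosome 2 from 216081866 to 216102783, went from 2.86 ± 1.64 to 0.846 ± 0.192 CPM (SD, n = 5 each). Its log2 fold change was −1.73 (standard error 0.39, adjusted P = 0.0175 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The other 4 were the long non-coding RNA listed as ENSG00000261386 with −1.68, STAG3L2 with −1.67, GNB3 with −1.66 and SOCAR with −1.63. STAG3L2 is annotated as a pseudogene and can share tags with its copies. The others overlap genes on the opposite strand. Each was lower in every fit that left out 1 replicate and in which it was tested.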

Because our experimental paradigm was based on the loss of mRNAs with improperly methylated caps, we first focused on transcripts that decline with ΔN-RNMT induction. mRNAs were classified into distinct groups using Protein Analysis Through Evolutionary Relationships (PANTHER, (13,14)), which integrates gene ontology with function. Using a false discovery rate of <0.05, this grouped the downregulated transcripts into 4 main categories: ribosomal proteins, membrane traffic proteins, transferases, and RNA-binding proteins (Table 1).

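The PANTHER protein classes were not used here. In their place, 9 families were defined by gene symbol before the data were examined, and 18 Fisher's exact tests, 1 per family and direction, were adjusted by the Benjamini-Hochberg method. Of 84 ribosomal protein genes tested, 20 were lower by more than 1.5-fold, or 23.8%, against 16.7% of other genes (odds ratio 1.56, adjusted P = 0.260, two-sided Fisher's exact test). Of 205 membrane traffic genes, including RAB, VPS and SNX genes, 46 were lower, or 22.4%, with an odds ratio of 1.45 (adjusted P = 0.135, Fisher's exact test). Lower EIF3 subunits were 4 of 11, with an odds ratio of 2.84 (adjusted P = 0.260, Fisher's exact test), and lower mitochondrial ribosomal proteins were 16 of 77. Among RNA-binding proteins of the RBM series, 3 of 33 were lower. None of these differences passed the adjustment with TMM and the base mean filter, but several did under other settings. Lower ribosomal proteins passed with total counts alone (odds ratio 2.23, adjusted P = 0.0348), GC offsets (2.99, adjusted P = 5.2e-04), GC offsets with the replicate block (3.09, adjusted P = 3.2e-04) and no filter on low counts (3.14, adjusted P = 6.0e-04), all by Fisher's exact test, and in 6 of the 10 fits that left out 1 replicate. Lower membrane traffic genes passed with DESeq2's defaults (1.56, adjusted P = 0.0365), GC offsets (1.76, adjusted P = 0.0278) and no filter (2.73, adjusted P = 1.7e-06), by Fisher's exact test. Lower EIF3 subunits passed with total counts alone (6.36, adjusted P = 0.0348) and no filter (5.24, adjusted P = 0.0339), and lower mitochondrial ribosomal proteins with no filter (3.05, adjusted P = 0.00110), by Fisher's exact test. Without the filter 26306 genes were tested and 2059 were lower by more than 1.5-fold, against 2184 of 13038 with it. The added genes have few counts and were seldom called. A family of expressed genes can therefore pass without the filter through this background alone. Transferases were not tested, since symbols do not define them. Genes of a family are not independent of each other.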

**Table 1.** PANTHER analysis of mRNAs downregulated in ΔN-RNMT expressing cells

PANTHER protein class	REFLIST (20996)	# Down with ΔN-RNMT	Expected	Fold enrichment	Raw *P*-value	FDR
Ribosomal protein	160	39	15.93	2.45	4.45 × 10^−6^	3.19 × 10^−4^
Membrane traffic protein	280	51	27.89	1.83	2.13 × 10^−4^	7.63 × 10^−3^
Transferase	866	129	86.25	1.50	2.79 × 10^−5^	1.50 × 10^−3^
RNA binding protein	636	92	63.34	1.45	1.01 × 10^−3^	3.11 × 10^−2^

The downregulated genes in Supplementary Table S2 were analyzed by PANTHER (Protein Analysis Through Evolutionary Relationships) using Fisher's Exact Test with False Discovery Rate correction. The data indicate the fold enrichment over expected representation of gene families.

Ribosomal protein transcripts are among the most abundant mRNAs, but they are also part of a larger group of mRNAs characterized by the presence of a 5′ terminal oligopyrimidine (TOP) sequence. TOP mRNAs encode proteins involved in translation initiation, elongation, and termination. The TOP sequence is immediately adjacent to the cap (18), and translation of TOP mRNAs is regulated by binding of La-related protein 1 (LARP1) to the cap and TOP sequence (19–21). Using recovery with LARP1 as a metric for their identification, Gentilella *et al.* (22) classified 310 transcripts as TOP mRNAs. 

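All 116 genes in Supplementary Table S2 were found in the deposited counts and tested. By edgeR's quasi-likelihood test 109 were lower by more than 1.5-fold at a Benjamini-Hochberg adjusted P below 0.05, or 94.0%, against 16.1% of other genes (P = 3.7e-76, two-sided Fisher's exact test). That list is the paper's own selection of lower genes from these libraries, so the test has no independent meaning. Adjusted over the list alone, 110 of its genes were lower beyond the same limit. The median log2 fold change of the list was −0.94, and single genes ranged from −1.46 for ALDOA to −0.57 for NDUFA6. The longer list of TOP transcripts from which it was drawn was not analysed here. Scaling by total counts alone gave 72 lower genes and offsets for GC content gave 75. With the replicate number as a block 108 were lower, and with a surrogate variable 0 were. The surrogate variable can also remove an effect of the treatment, so its value does not decide.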

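RPS4X, on the X chromosome from 72255679 to 72277248, had 6275 ± 2432 CPM (SD, n = 5) in uninduced cells and 2576 ± 808 (SD, n = 5) with ΔN-RNMT. This was a log2 fold change of −1.28 (standard error 0.30, adjusted P = 0.0175 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). RPS4X has 23 annotated pseudogenes and its level rests on the tags that align to 1 place. RPS3, on chromosome 11 from 75399515 to 75422280, fell by 0.97 on the log2 scale (standard error 0.22) and has 5 annotated pseudogenes. RPL8, on chromosome 8 from 144789765 to 144792587, had a log2 fold change of −0.86 (standard error 0.20). With offsets for GC content, it was −0.38, no longer past the threshold (adjusted P = 0.0749 from edgeR with Benjamini-Hochberg adjustment). EIF3K, on chromosome 19 from 38619082 to 38636955, went from 725 ± 125 to 378 ± 101 CPM, a log2 fold change of −0.94 (standard error 0.20). EIF3D, on chromosome 22 from 36510855 to 36529184, went from 1448 ± 312 to 795 ± 228, a log2 fold change of −0.87 (standard error 0.23). Its adjusted P, 0.0186 with all libraries, reached 0.0513 with 1 replicate left out (edgeR, Benjamini-Hochberg). EEF1D, on chromosome 8 from 143579697 to 143599541, had a log2 fold change of −1.09 (standard error 0.29) and 8 annotated pseudogenes. Its adjusted P reached 0.0509 with 1 replicate left out (edgeR, Benjamini-Hochberg). With offsets for GC content, its log2 fold change was −0.58 (adjusted P = 0.0855, edgeR with Benjamini-Hochberg adjustment).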

One hundred sixteen of these are in our pool of downregulated transcripts (Supplementary Table S2) and constitute the largest single grouping of cytoplasmic capping targets (*P* = 2.4 × 10^−12^ by two-tailed Fisher's exact test). 

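The ribosomal protein genes, which the paper places among the TOP mRNAs, did not move together. Of the 84 tested by edgeR, 30 were called lower and 6 higher at a Benjamini-Hochberg adjusted P below 0.05. The 6 higher genes were named after their values were seen. RPL23A had a log2 fold change of 2.80 (standard error 0.94), RPL6 of 1.39 (standard error 0.43) and RPL30 of 1.23 (standard error 0.38). RPL23 rose by 0.90, RPL4 by 0.64 and RPL22 by 0.59 on the log2 scale. RPS15, at −1.23, fell nearly as much as RPS4X. Annotated pseudogenes exist for 79 of the 84 genes, and tags that align to several places were left out of the counts, so single members are uncertain. The median log2 fold change of the 84 genes was −0.31, against 0.04 for all genes. With total counts alone it was −0.07, against 0.28 for all genes.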

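As a set, the ribosomal protein genes were compared by their mean log2 CPM in each library. This score was 9.27 ± 0.12 (SD, n = 5) in uninduced and 9.18 ± 0.05 (SD, n = 5) in induced libraries, a difference of −0.08 (P = 0.222, two-sided exact permutation test over 252 splits). With 1 replicate left out, the exact permutation P was between 0.00794, without uninduced replicate 3, and 0.365. The score weighs every gene alike. As a share of gene counts, which follows the most abundant of them, ribosomal protein genes took 24.4% ± 0.569 (SD, n = 5, from 23.8% to 25.0%) in uninduced and 20.3% ± 1.71 (SD, n = 5, from 18.4% to 22.8%) in induced libraries, without overlap. The difference in score was 0.15 when libraries were scaled by total counts (exact permutation P = 0.135). Relative to the median of all tested genes it was −0.30 (exact permutation P = 0.00794, the smallest that 5 libraries against 5 allow). With libraries paired by replicate number, sign flips of the 5 pairs gave an exact P of 0.312 (32 arrangements), and the mean correlation of same-numbered libraries was 0.0260.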

A number of TOP mRNAs were also among those that increased in ΔN-RNMT expressing cells, and these are shown together with the downregulated mRNAs in Figure 3A.

**Figure 3.**
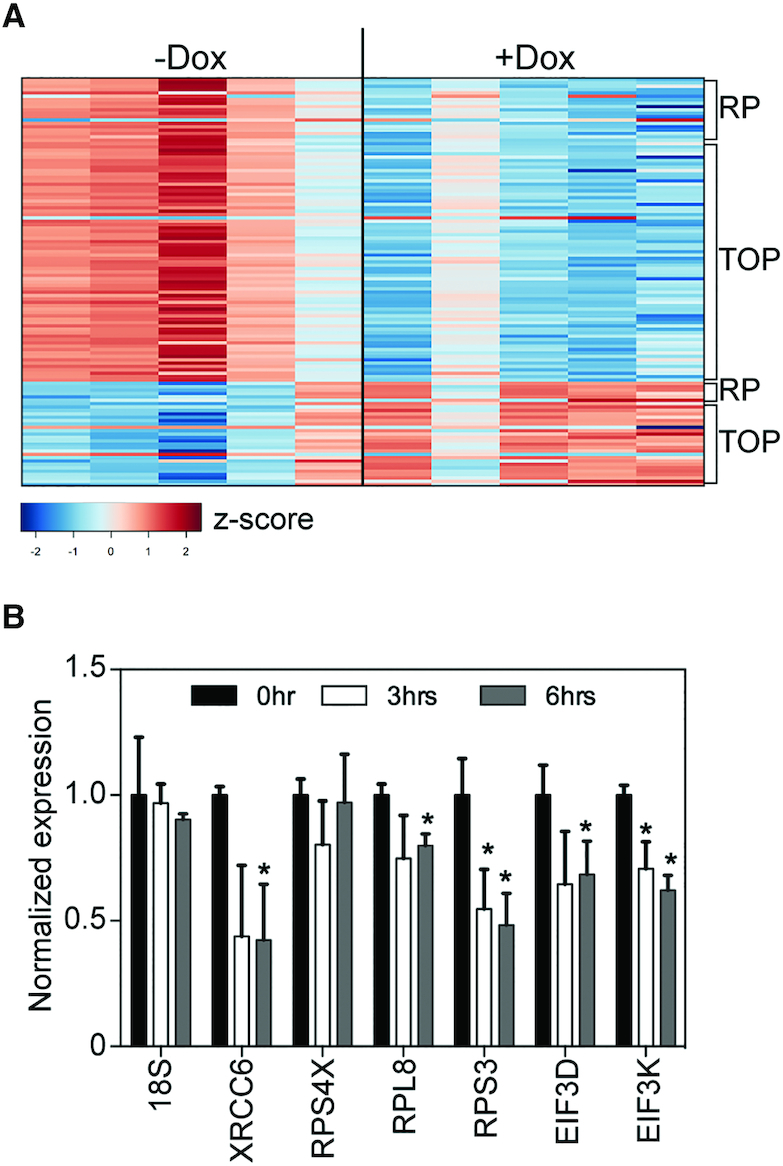
Differential expression of TOP mRNAs in response to inhibition of cytoplasmic cap methylation. (**A**) A heat map is shown for TOP mRNAs identified as changing in the five replicate libraries prepared after culturing in medium without (–Dox) or with (+Dox) doxycycline to induce ΔN-RNMT expression. Ribosomal protein mRNAs are indicated on the right-hand side as RP, and non-ribosomal protein TOP mRNAs are indicated as TOP. The scale indicates *z*-scores for each determination. (**B**) Cytoplasmic RNA was recovered from cells carrying ΔN-RNMT prior to addition of doxycycline to the medium and at 3 and 6 h after addition. Each preparation was spiked with an equal amount of mCherry mRNA and analyzed by RT-qPCR for 18S rRNA and XRCC6, RPS4X, RPL8, RPS3, EIF3D and EIF3K mRNA. The results were normalized to mCherry and are shown as the mean ± standard deviation (*n* = 3). *P < 0.05 by unpaired two-tailed *t*-test.

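Each of the 116 listed mRNAs was converted to z-scores over the 10 libraries, and the mean z-score of the list was taken per library. It was 0.76 ± 0.65 (SD, n = 5) in uninduced and −0.76 ± 0.41 (SD, n = 5) in induced libraries. The uninduced replicates 1 to 5 had 0.870, 1.02, 1.55, 0.611 and −0.230. The induced replicates 1 to 5 had −1.05, −0.0480, −0.866, −1.01 and −0.844. Thus uninduced replicate 5 and induced replicate 2 lay between the other libraries, and their order was reversed. No test is given, since the list was chosen for being lower in these libraries. From the loss of these mRNAs, and because mRNAs with improperly methylated caps were taken to be lost, the paper reasons that TOP mRNAs are targets of cytoplasmic capping.

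**Figure D1:**
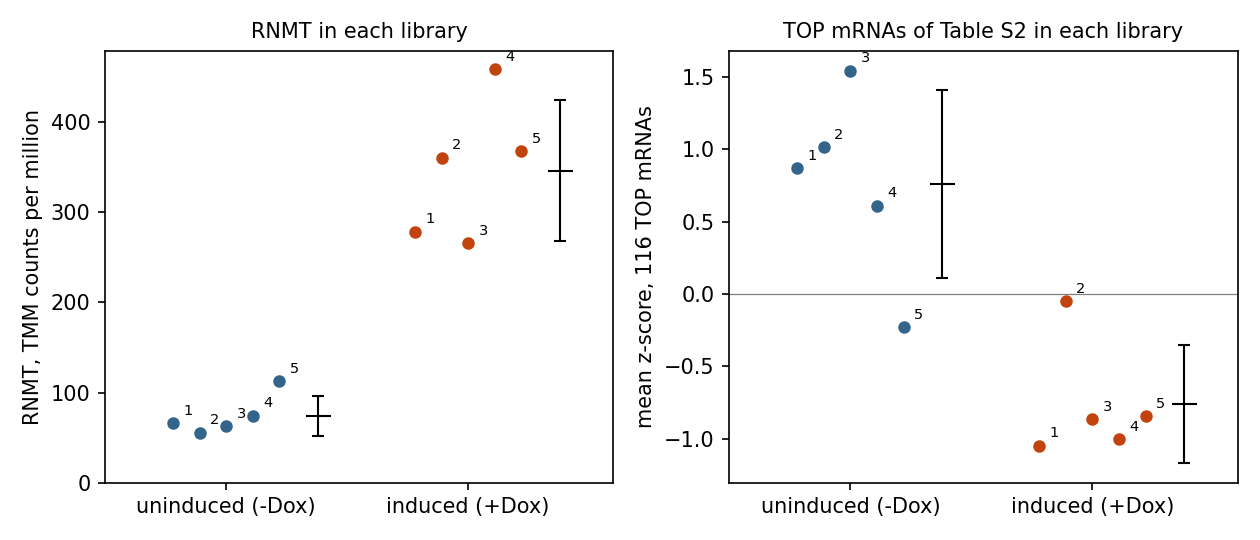
RNMT in TMM-scaled CPM (left) and the mean z-score of the 116 TOP mRNAs of Supplementary Table S2 (right) in each of the 10 libraries, uninduced (-Dox) and induced (+Dox). Points are libraries, numbered by replicate, and the bar beside each group gives the mean ± SD (n = 5). RNMT separates the groups without overlap, with uninduced libraries at most at 112 and induced ones from 266, whereas the z-scores of uninduced replicate 5 and induced replicate 2 fall between those of the other libraries; under other scalings the TOP values were not drawn.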

These findings were confirmed by RT-qPCR using cytoplasmic RNA recovered from triplicate cultures of untreated cells or cells in which ΔN-RNMT was induced for 3 or 6 h (Figure 3B). This analysis included three ribosomal proteins (RPS4X, RPL8, RPS3), two non-ribosomal TOP mRNAs (EIF3K and EIF3D), one non-TOP mRNA that is also down regulated (XRCC6), with 18S rRNA used as a negative control. ΔN-RNMT had no impact on 18S rRNA, and RPS3, RPL8, EIF3K, EIF3D and XRCC6 mRNAs were all less abundant in ΔN-RNMT expressing cells. There was some evidence for a decrease in RPS4X mRNA levels at 3 h, but the results were not statistically significant. The products of TOP mRNAs, such as ribosomal proteins, are generally stable. We therefore did not expect to see significant change in steady-state levels of representative proteins. This proved to be the case for RPS4X, RPS3 and EIF3D, however there was evidence for modest decreases in RPL8 and EIF3K (Supplementary Figure S2).

### Recapping occurs at the native 5′ end and downstream of the TOP sequence

There is evidence from capped analysis of gene expression (CAGE) for capped ends downstream of native 5′ ends (23). We previously identified recapping targets by the appearance of their uncapped forms in cells expressing a dominant negative form of cytoplasmic CE (8), and the 5′ ends of a number of these map to positions of downstream CAGE tags (24,25). Based on this we wondered if recapping might bypass the TOP sequence and with it, regulation by LARP1. To address this, we looked at capped ends on RPS3, RPS4X, RPL8, EEF1D and EIF3D mRNA using the Lexogen TeloPrime^®^ system. TeloPrime is designed to generate full length cDNAs for sequencing using a proprietary ligase to covalently append a double stranded adapter with an overhanging C residue onto the cDNA 3′ end (Figure 4A). If recapping occurs at the native 5′ end, PCR with primers to the ligated adapter and the gene of interest will yield a single product. The same holds true for mRNAs that also undergo downstream recapping, except these would generate two or more PCR products.

**Figure 4.**
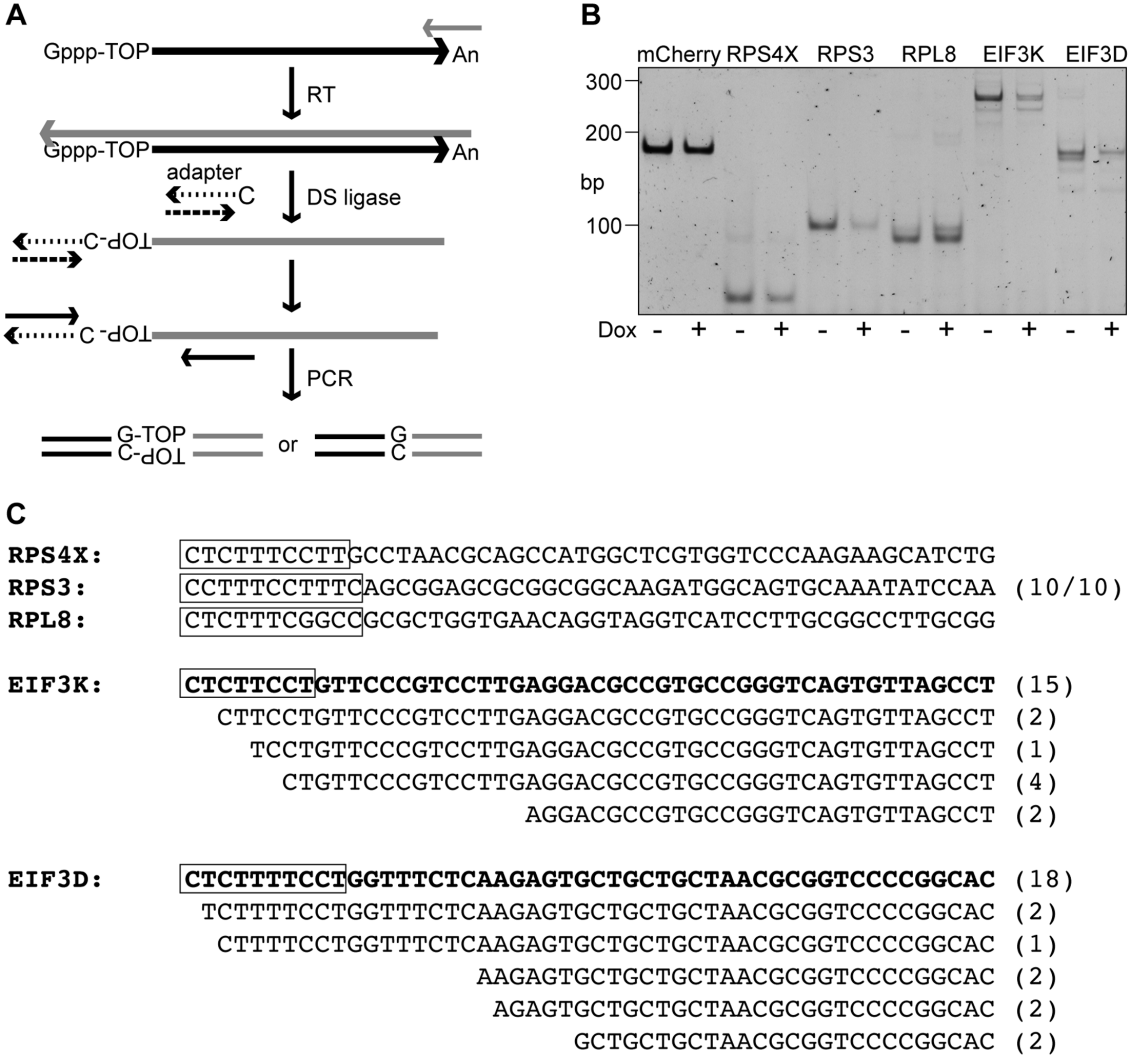
Characterization of TOP mRNA 5′ ends. (**A**) A diagram is shown of the approach to mapping TOP mRNA 5′ ends using the Lexogen TeloPrime^®^ system. A double-stranded DNA adapter is ligated onto the cDNA using a double-strand DNA ligase provided with the kit. 5′ ends are then PCR amplified using primers downstream of the TOP sequence and a primer to the ligated adapter. The validity of this approach for identifying capped ends has been validated using capped mCherry as a positive control and 5′ triphosphate firefly luciferase mRNA and 18S rRNA as negative controls. (**B**) Cytoplasmic RNA from uninduced (–) and 24 h doxycycline-treated cells (+) was spiked with capped mCherry mRNA, reverse transcribed, ligated to the double-strand adapter and PCR amplified and separated on a 6% native polyacrylamide gel that was then stained with SYBR Gold. The cycle numbers for each gene were: RPS3, 15 cycles; RPS4X and RPL8, 18 cycles; EIF3K, 19 cycles; mCherry and EIF3D, 22 cycles. (**C**) The PCR amplified products from uninduced cells were recovered from the gel. The single RPS4X, RPS3 and RPL8 bands were sequenced directly. The first 50 bp of each mRNA are shown and these correspond to their respective RefSeq sequences. RPS3 and the double bands for EIF3K and EIF3D were cloned, and plasmids were sequenced from 10 clones of RPS3, 24 clones of EIF3K and 27 clones of EIF3D (parentheses). The double bands for EIF3K and EIF3D were excised in a single gel piece, the recovered DNA was cloned, and plasmids were sequenced from 24 and 27 independent clones of EIF3K and EIF3D, respectively. Capped ends were identified as the sequence appended immediately adjacent to the TeloPrime adapter sequence. TOP sequences are indicated with a box, the RefSeq sequences for the first 50 nucleotides of EIF3K and EIF3D are in bold, and the respective 5′ end truncations are showed with respect to this sequence.

PCR products for RPS4X, RPS3, RPL8, EIF3K, EIF3D and the mCherry spike-in control are shown in Figure 4B. Differences in ligation efficiency impact approaches to quantifying changes in 5′ ends, particularly for transcripts with multiple 5′ ends (see below). We addressed this by limiting cycle number to the minimum needed to visualize products. RPS4X, RPS3 and RPL8 each yielded a single PCR product of the size expected for mRNAs starting at the native cap site, and in agreement with RT-qPCR data band intensity was lower for RPS4X and RPS3 in samples from ΔN-RNMT expressing cells. A slightly larger band was observed with ΔN-RNMT for RPL8, but this was not examined further. EIF3K and EIF3D each generated bands expected for native capped ends that declined with ΔN-RNMT, as well as a faster migrating band consistent with downstream recapping products.

Direct Sanger sequencing of the RPS4X, RPS3 and RPL8 PCR products indicated the TeloPrime adapter was appended to the RefSeq 5′ ends of their corresponding mRNAs. This also matched sequences determined by nanoCAGE (26) (Figure 4C). As an additional control the RPS3 PCR product was cloned, and sequencing of 10 independent colonies yielded the same result. Thus, recapping occurred at the native 5′ end of each of these ribosomal mRNAs. Because the doublet bands for EIF3K and EIF3D could not be cleanly separated they were excised in a single gel piece and cloned. 24 clones of EIF3K and 27 clones of EIF3D were then sequenced, the results of which are shown in the bottom of Figure 4C. Like RPS3, 15 clones of EIF3K and 18 clones of EIF3D had adapter ligated at the 5′ ends of their corresponding mRNAs, indicating that these undergo recapping at their native 5′ ends. The remaining clones showed adapters ligated onto 5′ end truncations, indicative of downstream recapping. Several of these retained most of the TOP sequence; however, this was missing from a number of clones, most notably of EIF3D. In addition to its ramifications for regulation (see Discussion) this finding is the first direct proof for cytoplasmic capping mediating the addition of a downstream cap.

### The upregulated genes are enriched for DNA binding proteins, transcription factors and RNA processing proteins

As noted above, a number of mRNAs somewhat unexpectedly increased following induction of ΔN-RNMT (Figure 2B and Supplementary Table S1). 

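Among called genes whose groups did not overlap, the largest rise was in ATXN2L, on chromosome 16 from 28822999 to 28837237. ATXN2L had 2.47 ± 0.521 CPM (SD, n = 5) in uninduced and 37.2 ± 25.5 (SD, n = 5) in induced libraries. The log2 fold change was 3.90 (standard error 0.62, adjusted P = 0.0175 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The induced replicates 1 to 5 had 59.7, 3.72, 50.2, 16.4 and 56.2 CPM, so the size of the rise differed widely between replicates. TCERG1L-AS1, a non-coding RNA on chromosome 10 from 131095218 to 131095777 within TCERG1L on the opposite strand, rose by 3.53 on the log2 scale (standard error 0.66). The unnamed non-coding RNA ENSG00000203279, on chromosome 9 from 97200475 to 97238766, rose by 3.37 (standard error 0.49). It overlaps ANKRD18CP on the same strand. TGDS, on chromosome 13 from 94574054 to 94596242, rose by 3.30 (standard error 0.51), from 0.524 to 5.26 CPM. TNFRSF11B, on chromosome 8 from 118923557 to 118951885, rose by 2.90 (standard error 0.50), from 0.306 to 2.43 CPM. DESeq2's beta prior gave smaller rises, with log2 fold changes of 3.14 for ATXN2L, 2.68 for TCERG1L-AS1 and 2.40 for TNFRSF11B. With the replicate number as a block, ATXN2L rose by 3.48. The 5 genes rose and passed the threshold in every fit that left out 1 replicate and in which they were tested. In 1 of the 10 fits TCERG1L-AS1, and in 3 of them ENSG00000203279, did not pass the filter on counts.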

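In the families defined by symbol, genes higher by more than 1.5-fold were 12 of the 33 RBM genes, or 36.4%, against 18.0% of other genes (odds ratio 2.61, adjusted P = 0.0494, two-sided Fisher's exact test with Benjamini-Hochberg adjustment). Ubiquitin ligases, 48 of 188 higher, had an odds ratio of 1.57 (adjusted P = 0.0494, Fisher's exact test). Ribosomal protein genes were higher less often than others, 6 of 84, with an odds ratio of 0.348 (adjusted P = 0.0494, Fisher's exact test). Higher splicing factors, 15 of 78, and chromatin proteins, 16 of 89, were about as frequent as other genes, with odds ratios of 1.08 and 0.997, although without a filter on low counts that of chromatin proteins was 2.18 (adjusted P = 0.0163, Fisher's exact test). The value without a filter is set against many genes with few counts, which were seldom called, and can rise through them alone. Zinc finger transcription factors were called less often in both directions. Lower ones were 49 of 423 (odds ratio 0.643, adjusted P = 0.0494, Fisher's exact test) and higher ones 65 of 423 (odds ratio 0.821, adjusted P = 0.315, Fisher's exact test). With offsets for GC content, the odds ratio was 2.20 for RBM genes (adjusted P = 0.189, Fisher's exact test) and 1.50 for ubiquitin ligases (adjusted P = 0.150, Fisher's exact test). With the replicate number as a block, it was 2.378 for RBM genes and 1.48 for ubiquitin ligases (adjusted P = 0.0711 for each, Fisher's exact test). The call for RBM genes was also lost with both DESeq2 tests, size factors and filterByExpr, and that for ubiquitin ligases with the beta prior and size factors. That for lower zinc finger factors was lost with GC offsets (0.832, adjusted P = 0.420, Fisher's exact test) and with no filter, and that for higher ribosomal proteins with filterByExpr and with no filter. With GC offsets and the replicate block together, all of these calls were lost. Each was also lost in some of the fits that left out 1 replicate. GC offsets with the replicate block instead called higher zinc finger factors less frequent than other genes (odds ratio 0.628, adjusted P = 0.0217, Fisher's exact test).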

When analyzed by PANTHER, the upregulated genes fell into related categories associated primarily with transcription and RNA processing (Table 2). This was unlikely due to cell stress as there was no evidence for increased eIF2α phosphorylation or for changes in translation as determined by pulse labeling with puromycin (Supplementary Figure S3). Compensatory changes in gene expression have been described (27), and we suspect these changes may be a compensatory response to the decline in a substantial number of transcripts or a widespread, secondary response to decreased levels of protein(s) encoded by one or more recapping targets.

**Table 2.** PANTHER analysis of mRNAs upregulated in ΔN-RNMT expressing cells

PANTHER protein class	REFLIST (20996)	#up with ΔN-RNMT	Expected	Fold enrichment	Raw *P*-value	FDR
Ubiquitin-protein ligase	98	27	10.88	2.48	1.19 × 10^−4^	2.13 × 10^−3^
Ligase	252	54	27.98	1.93	3.19 × 10^−5^	7.61 × 10^−4^
Chromatin/chromatin-binding protein	122	30	13.54	2.21	3.16 × 10^−4^	4.85 × 10^−3^
DNA binding protein	469	89	52.07	1.71	8.40 × 10^−6^	3.61 × 10^−4^
Nucleic acid binding	1599	279	177.52	1.57	4.04 × 10^−12^	8.69 × 10^−10^
mRNA splicing factor	109	25	12.10	2.07	2.08 × 10^−3^	2.23 × 10^−2^
mRNA processing factor	150	38	16.65	2.28	2.33 × 10^−5^	6.25 × 10^−4^
RNA binding protein	636	111	70.61	1.57	2.26 × 10^−5^	6.93 × 10^−4^
Kinase modulator	137	31	15.21	2.04	7.00 × 10^−4^	1.00 × 10^−2^
Transcription cofactor	167	35	18.54	1.89	1.29 × 10^−3^	1.63 × 10^−2^
Transcription factor	1156	191	128.34	1.49	5.02 × 10^−7^	5.39 × 10^−5^
Kinase	368	65	40.86	1.59	8.65 × 10^−4^	1.16 × 10^−2^
Transferase	866	144	96.14	1.50	1.03 × 10^−5^	3.69 × 10^−4^

The upregulated genes in Supplementary Table S2 were analyzed by PANTHER as in Table 1 using Fisher's Exact Test with False Discovery Rate correction.

### Inhibiting cytoplasmic cap methylation impacts alternative polyadenylation

Bioinformatics performed in (28) classified the initial group of recapping targets (8) as coming from multi-UTR genes. Although alternative polyadenylation impacts much of the transcriptome (29), that finding suggested a possible link to target identification. To address this, we quantified alternative 3′ end formation via the fraction of 3′ end sequence tags in a gene aligning to the annotated 3′ processing site of the gene for all RefSeq genes in the GRCh38 reference genome. RiboDiff was used to compare these fractions from control and ΔN-RNMT expressing cells, reasoning that our quantity of interest was a ratio just like the ratio of ribosome protected fragments to RNA-Seq reads in ribosome profiling. Genes with significant changes are shown graphically in Figure 5A (and listed in Supplementary Table S3), with changes in 3′ ends superimposed on the quantitative data from Figure 2B and Supplementary Table S1. The absence of significant overlap between altered 3′ end usage and altered transcript levels (purple dots) indicates alternative polyadenylation is not a major determinant of target selection. 

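Supplementary Table S3 lists 201 genes with changes in both annotated 3′ end use and transcript level. In that table 126 use the annotated end more with ΔN-RNMT and 75 use it less, which are the paper's values. The use of 3′ ends was not computed here, since gene counts do not hold tag positions. Of the 201 genes, 199 passed the filter on counts. By edgeR 189 were called at a Benjamini-Hochberg adjusted P below 0.05, 130 of them higher and 59 lower. The higher share was 68.8%, against 49.5% of the 4994 other calls (P = 1.7e-07, two-sided Fisher's exact test). The paper took these genes from the same libraries for a change in level, so their direction is recomputed here and not tested independently. With total counts alone it was 80.0% against 74.0% (P = 0.0903, Fisher's exact test). It was 58.6% with offsets for GC content and 71.0% with the replicate number as a block. RDH11, the example from this group in Fig. 5B, lies on chromosome 14 from 67676800 to 67695793. It went from 56.0 ± 12.5 to 90.1 ± 27.3 CPM (SD, n = 5 each), a log2 fold change of 0.69 (standard error 0.24, adjusted P = 0.0417 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With GC offsets it was 0.34 (adjusted P = 0.235 from edgeR with Benjamini-Hochberg adjustment).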

In fact, these doubly significant genes were more prominent in the population of transcripts that increased with ΔN-RNMT and thus are likely not targets of cytoplasmic recapping. This analysis also identified transcripts that underwent changes in 3′ ends but not their steady-state level (red dots). 

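Supplementary Table S3 lists 504 genes in this group, with 427 using the annotated 3′ end more and 77 less by the paper's values. Of the 498 that passed the filter, 63 were called at a Benjamini-Hochberg adjusted P below 0.05 by edgeR, and 8 of these changed by more than 1.5-fold. Among the 63 calls 45, or 71.4%, were higher, but the direction depended on processing. It was 100% of 145 calls with total counts alone, 60.0% with the replicate number as a block and 13.3% with offsets for GC content. DDX21, the example from this group in Fig. 5B, lies on chromosome 10 from 68956135 to 68985068. It went from 267 ± 74.2 to 215 ± 43.6 CPM (SD, n = 5 each), a log2 fold change of −0.32 (standard error 0.22, adjusted P = 0.246 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). GC offsets gave −0.75 (adjusted P = 0.0476 from edgeR with Benjamini-Hochberg adjustment).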

No discernible ontological groupings were revealed by PANTHER analysis of these two datasets, suggesting changes in their 3′ ends are unlikely to be related to biochemical pathways of their encoded proteins.

**Figure 5.**
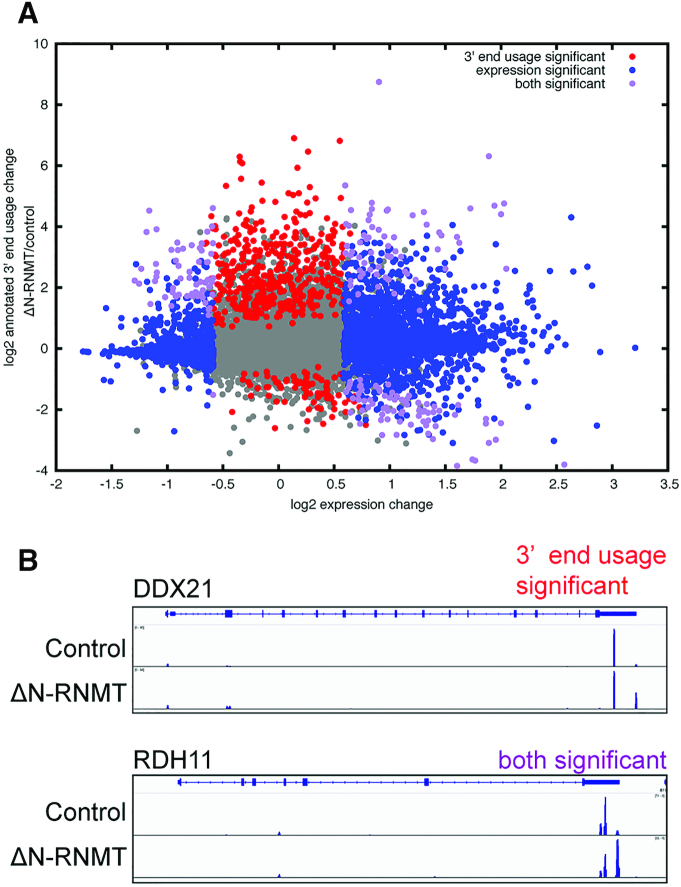
Changes in 3′ end usage associated with inhibition of cytoplasmic cap methylation. (**A**) RiboDiff was used to compare locations of QuantSeq REV 3′ end sequence tags from control and ΔN-RNMT expressing cells against the reference genome. Shown are for each gene the change in 3′ end usage and the change in overall expression. Significant (and beyond 1.5-fold) changes in transcripts from Supplementary Table S1 are shown in blue, transcripts for which there were only significant changes in annotated 3′ end use are shown in red, and transcripts that had significant changes in both quantity and annotated 3′ end usage are shown in purple. Genes without significant changes are shown in gray. (**B**) Examples of one gene from each group having significant changes in 3′ end usage are shown.

The overall pattern in Figure 5A is one in which ΔN-RNMT expression resulted in increased use of annotated 3′ processing sites. The corollary to this that, in general, the mRNAs expressed in U2OS cells have shortened 3′-UTRs as a consequence of upstream polyadenylation. This is a common feature of cancer cell lines (30), but the degree of change observed here was unexpected, and we suspect this effect is secondary to changes in levels of 3′ processing factors as a consequence of inhibiting cytoplasmic cap methylation, notably PABPN1, whose mRNA and protein levels are increased 2- and 1.7-fold, respectively (Supplementary Table S1, Supplementary Figure S4), in ΔN-RNMT expressing cells. 

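PABPN1 lies on chromosome 14 from 23321457 to 23326163, with 7 exons and a 3′ UTR of 880 nt in its canonical transcript. A readthrough transcript from the upstream gene, BCL2L2-PABPN1, shares its strand and 3′ end, and tags do not tell them apart. PABPN1 had 79.7 ± 51.0 CPM (SD, n = 5) in uninduced and 166 ± 27.1 (SD, n = 5) in induced libraries. This was a log2 fold change of 1.06 (standard error 0.39, adjusted P = 0.0495 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), or 2.08-fold, and 1.59-fold to 2.73-fold within 1 standard error. Uninduced replicates 1 to 5 had 71.1, 52.4, 23.0, 93.8 and 158 CPM, and induced ones 194, 122, 170, 166 and 178. With 1 replicate left out, the log2 fold change was between 0.81 and 1.45 and the adjusted P between 0.00248 and 0.112 (edgeR with Benjamini-Hochberg adjustment). With DESeq2's size factors in edgeR the adjusted P was 0.0523 (Benjamini-Hochberg). With replicate numbers as a block, the log2 fold change was 1.29 (adjusted P = 0.0254, edgeR with Benjamini-Hochberg adjustment). BCL2L2, on chromosome 14 from 23298790 to 23311751, went from 0.864 ± 0.292 to 5.82 ± 3.39 CPM, a log2 fold change of 2.72 (standard error 0.52).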

PABPN1 plays a major role in selection of alternative polyadenylation sites (31), and its increase here provides a likely explanation for the observed shift toward distal 3′ processing sites. A general shift in 3′ processing sites was confirmed by direct examination of changes in sequence tags as a function of ΔN-RNMT expression. Figure 5B shows examples of 2 randomly selected genes from each of the categories identified in Figure 5A. Some genes retained a population of transcripts with shortened 3′ UTRs whereas others showed a complete shift to annotated 3′ ends.

## DISCUSSION

Our initial identification of cytoplasmic capping targets was based on the appearance of uncapped transcripts following overexpression of a dominant negative form of CE. This required a number of assumptions, not the least of which was that uncapped transcripts were sufficiently stable to be detected (8). In addition, target identification required downstream biochemical separation of capped and uncapped RNAs. The current study used a different approach that circumvents these issues. It is based on the observation in (5) that the steady-state levels of several known recapping targets were lower in cells expressing an inactive, cytoplasmically-restricted form of RNMT, termed ΔN-RNMT. Because cap surveillance enzymes degrade mRNAs with improperly methylated caps, we hypothesized that target identification could be simplified by combining inhibition of cytoplasmic cap methylation with RNA-Seq. The identification of ribosomal protein mRNAs as recapping targets (Table 1) led us to examine the larger question of whether TOP mRNAs are targets of cytoplasmic capping. While there is some ambiguity as to the exact number of TOP mRNAs, we based the classification used here on the 310 transcripts identified by recovery with LARP1 (22). Using this criterion, our analysis identified 116 TOP mRNAs as cytoplasmic capping targets (Figure 3A, Supplementary Table S2), and this represents the largest single group of mRNAs identified to date that are regulated by cap homeostasis. Since TOP mRNAs are localized early to stress granules and P bodies (32), their identification here may be relevant to earlier results showing that inhibition of cytoplasmic capping reduced recovery from a brief arsenite stress (2). LARP1 is involved in tethering TOP mRNAs to stress granules, and since LARP1 binds both the cap and TOP sequence (19–21), cytoplasmic recapping may be needed to maintain TOP mRNAs in a functional state for translation once stress is removed.

A major unanswered question was whether mRNA recapping is restricted to the native cap site or if this also occurs downstream. Results in (8) showed mRNAs with uncapped ends corresponding to the native 5′ end and downstream sites accumulated in cells expressing a dominant negative form of cytoplasmic capping enzyme. Approximately 25% of CAGE tags map downstream within spliced exons (23), and using the same approach, Kiss *et al.* (24) and Berger *et al.* (25) mapped uncapped ends of a number of cytoplasmic capping targets to the vicinity of downstream CAGE tags. Since uncapped ends represent a precursor state, this approach can only infer their identity as recapping sites.

This question was addressed by tagging capped ends using an approach that adds a double-stranded primer onto first-strand cDNA immediately next to the site of a cap, in a cap-dependent manner, (Figure 4A) followed by PCR with a primer matching the adapter and gene specific primers for several TOP mRNAs. RPS4X, RPS3 and RPL8 each generated a single product (Figure 4B), and direct sequencing identified each of these products as retaining their native 5′ end (Figure 4C). Thus, as proposed in (8), cap homeostasis functions to maintain the capped ends of these ribosomal protein mRNAs. The same approach generated 2 closely spaced bands from EIF3K and EIF3D that were identified by cloning and sequencing. While the majority of sequences matched the native 5′ ends of their corresponding mRNAs, a number of these, most notably for EIF3D, mapped downstream of the TOP sequence. The corresponding transcripts retain the start site and coding sequence, and would presumably constitute a form of EIF3D that is immune to regulation by LARP1, and by extension, mTOR. eIF3D is a cap-binding protein that functions independently of eIF4F to affect the translation of a subset of the transcriptome (33,34) and mRNAs with 5′-UTR m^6^A (35). As such the existence of a LARP1-independent form of EIF3D mRNA may have implications for the regulation of non-canonical translation initiation, such as that using eIF3D and DAP5 (36).

A question that then follows is why recapped ends of TOP mRNAs are limited to the native cap site or just downstream of this. A possible answer may lie in the finding that the 5′ ends of TOP mRNAs are highly structured (37), and such regions limit XRN1 processivity (38). PANTHER analysis also yielded some insights into the unanticipated increase in a significant number of mRNAs. These fell into a number of related categories including DNA-binding proteins, transcription factors/co-activators, and proteins involved in pre-mRNA splicing, together suggestive of a ramping up of gene expression. Similar to results in (27) we suspect the overall increase in gene expression machinery may be compensation for the decreased levels of recapping targets and their encoded proteins.

Finally, the global increased use of annotated poly(A) sites following induction of ΔN-RNMT in U2OS cells was unexpected. Shortened 3′-UTRs are a common feature of cancer and cancer cell line transcriptomes (30), and in retrospect it is not surprising that in uninduced cells many of the 3′ end sequence tags are upstream of 3′ ends in the reference genome. The broad shift to distal (i.e. annotated) 3′ ends following ΔN-RNMT indicates upstream alternative polyadenylation was either directly or indirectly overcome by inhibiting cytoplasmic cap methylation. 

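The genes of cleavage factors CFIm and CFIIm were measured in the 5 uninduced and 5 induced libraries. CLP1, a subunit of CFIIm on chromosome 11 from 57648188 to 57661865, went from 5.59 ± 1.83 to 9.37 ± 2.00 CPM (SD, n = 5 each). Its log2 fold change was 0.74 (standard error 0.24, adjusted P = 0.0343 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It overlaps MIR130AHG on the same strand. With 1 replicate left out, its adjusted P reached 0.0842 (edgeR with Benjamini-Hochberg adjustment). PCF11, the other CFIIm subunit, on chromosome 11 from 83156988 to 83187451, had a log2 fold change of 0.42 (standard error 0.19, adjusted P = 0.0843, edgeR with Benjamini-Hochberg adjustment). Of the CFIm genes, NUDT21, on chromosome 16 from 56429133 to 56452199, rose by 0.50 on the log2 scale (standard error 0.21, adjusted P = 0.0765, edgeR with Benjamini-Hochberg adjustment). GC offsets brought it to −0.01. CPSF6, on chromosome 12 from 69239569 to 69274358, had a log2 fold change of −0.26 (standard error 0.17, adjusted P = 0.216, edgeR with Benjamini-Hochberg adjustment). GC offsets brought it to −0.77 (adjusted P = 0.0291, edgeR with Benjamini-Hochberg adjustment). CPSF7, on chromosome 11 from 61402641 to 61430031, had a log2 fold change of −0.50 (standard error 0.20, adjusted P = 0.0659, edgeR with Benjamini-Hochberg adjustment). DESeq2's Wald test put its adjusted P at 0.0416 (Benjamini-Hochberg).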

Given the breadth of the effect and the fact that the affected transcripts did not fall into distinct ontological groupings, we suspect changes in poly(A) site utilization are secondary to changes in one or more of the core 3′ processing components. ΔN-RNMT expression had no impact on mRNAs for CFIm or CFIIm; however, PABPN1 mRNA is almost 2-fold higher and PABPN1 is 1.7-fold higher in ΔN-RNMT expressing cells. PABPN1 is a suppressor of alternative polyadenylation (31), and reduced levels are associated with increased use of proximal poly(A). The increase in PABPN1 associated with ΔN-RNMT expression is therefore consistent with the global shift to distal cleavage and polyadenylation sites observed here.

In summary, the current study succeeded in identifying new cytoplasmic capping targets by their decrease following inhibition of cytoplasmic cap methylation. The most notable of these were the TOP mRNAs. Perhaps of greater importance, results presented here provide the first direct proof for cytoplasmic capping downstream of the native cap site. This finding opens the door for future work characterizing the relationship of cytoplasmic capping to transcriptome and proteome complexity.

## DATA AVAILABILITY

QuantSeq data are deposited in the Short Read Archive under BioProject ID PRJNA547607 and in GEO under accession GSE142848. QuantSeq data are also uploaded to the UCSC genome browser at https://genome.ucsc.edu/s/rbund/DeltaN%2DRNMT%2Didentifies%2DTOP%2DRNAs. We confirm transcriptome-wide analyses presented here have been validated by RT-qPCR.

## Supplementary Material

gkaa046_Supplemental_Files Click here for additional data file.

# Supplementary material for: Inhibition of cytoplasmic cap methylation identifies 5′ TOP mRNAs as recapping targets and reveals recapping sites downstream of native 5′ ends
**Source:** Nucleic Acids Res. 2020 Jan 30;48(7):3806–15. doi: 10.1093/nar/gkaa046
**Supplement:** gkaa046_Supplemental_Files

## Supplementary Material

**Del Valle Morales, D., Trotman, J.B., Bundschuh, R. and Schoenberg, D.R.**  
**Inhibition of cytoplasmic cap methylation identifies TOP mRNAs as recapping targets and reveals recapping sites downstream of native 5' ends**

Figure S1 (Related to Figure 2). Validation of QuantSeq REV libraries

Figure S2 (Related to Figure 3). Impact of  $\Delta$ N-RNMT on proteins expressed from TOP mRNAs

Figure S3 (Related to Table 2).  $\Delta$ N-RNMT induction does not impact the integrated stress response or global translation

Figure S4 (Related to Figure 5). PABPN1 is elevated in  $\Delta$ N-RNMT expressing cells

Table S1. List of transcripts filtered for low read count and padj <.05

Table S2. List of TOP mRNAs that are downregulated in  $\Delta$ N-RNMT expressing cells

Table S3. Analysis of 3' end changes as a function of  $\Delta$ N-RNMT expression

Table S4. List of primers use for RT-qPCR and 5' end mapping

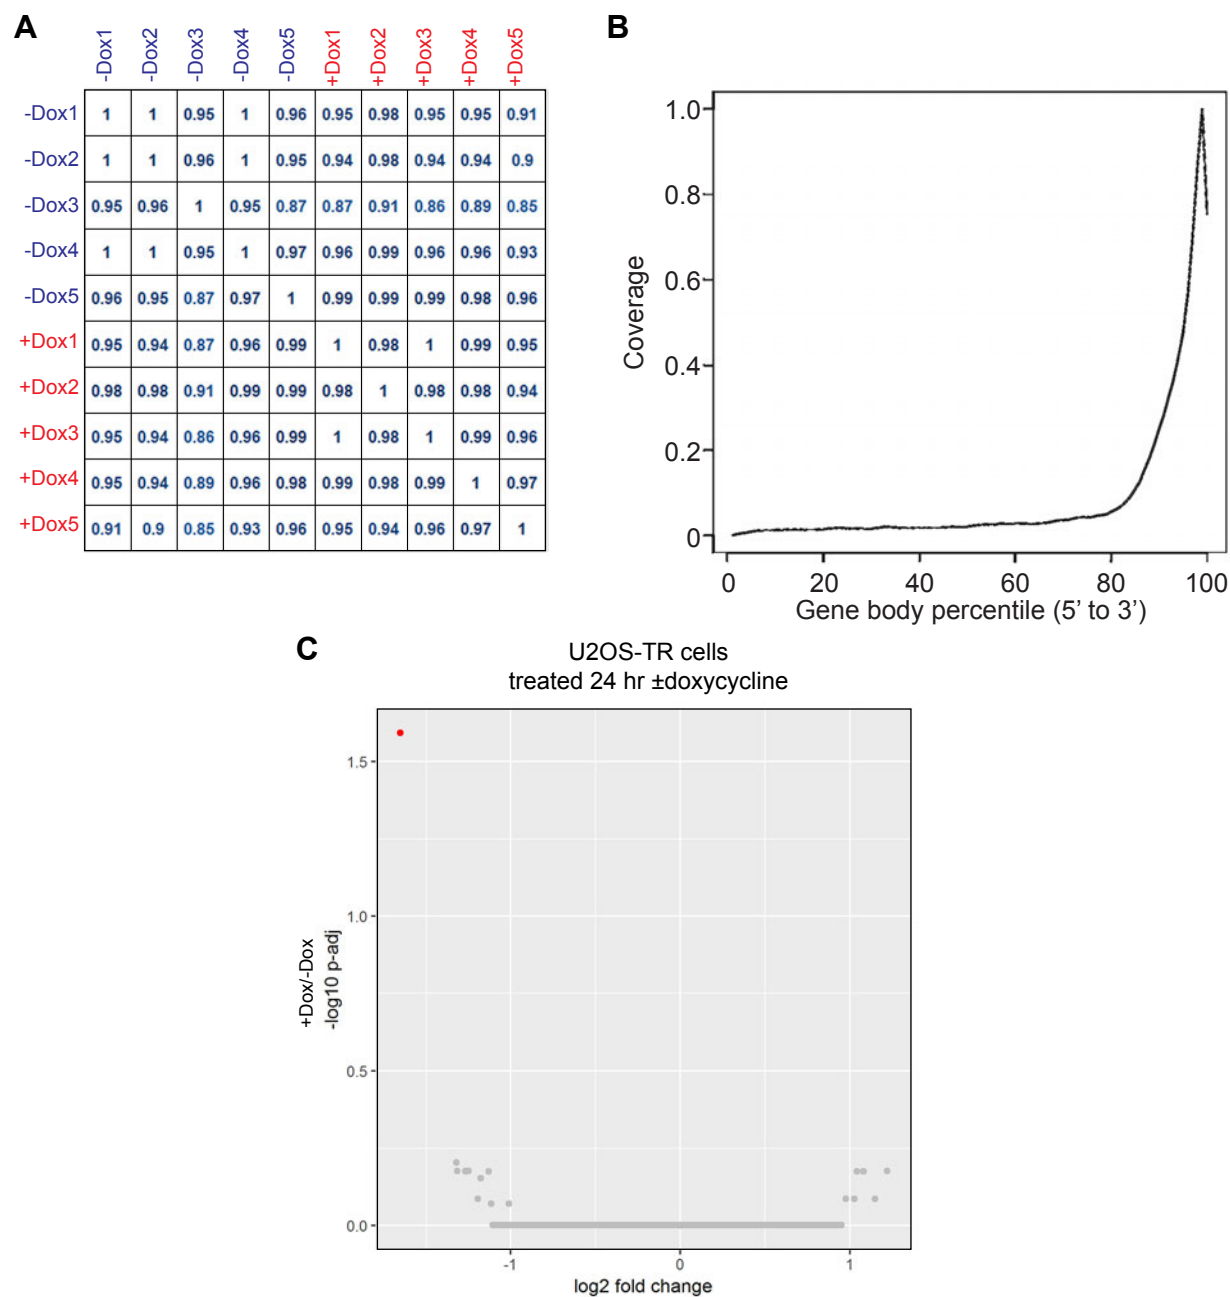

**Figure S1 (Related to Figure 2)**

**Validation of QuantSeq REV libraries.** **A.** Correlation coefficients are shown for scatter plots comparing each of the 5 replicate libraries for uninduced (-Dox) and  $\Delta$ N-RNMT (+Dox) expressing cells. **B.** Metagene analysis was used to determine the distribution of 75 bp sequence tags after normalizing for gene length of sequenced transcripts. **C.** Volcano plot of QuantSeq REV libraries prepared from triplicate cultures of parental tet-inducible U2OS cells lacking the  $\Delta$ N-RNMT transgene. PE150 sequencing was performed on an Illumina MiSeq in the Genomics Services Laboratory at Nationwide Children's Hospital, and differential gene expression was determined using DEseq2 on the Galaxy platform.

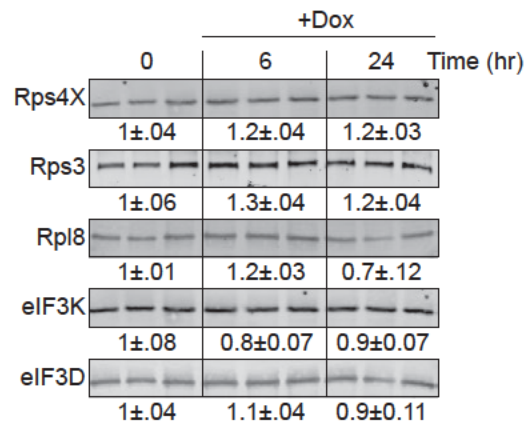

**Figure S2 (Related to Figure 3)**

**Impact of  $\Delta$ N-RNMT on proteins expressed from TOP mRNAs.** Cytoplasmic extracts were prepared from triplicate cultures of U2OS cells carrying the inducible  $\Delta$ N-RNMT transgene that were incubated without (time 0) or with 1  $\mu$ g/ml doxycycline (+Dox) for 6 and 24 hr. Individual protein products of the TOP mRNAs from Figure 4 were analyzed by Western blotting with antibodies to Rps4X (Abclonal, A6730), Rps3 (Abclonal A2533), Rpl8 (Abclonal A10042), eIF3K (Abclonal A9969) and eIF3D (Abclonal A5947). The numerical values represent the mean  $\pm$  standard deviation normalized to Ponceau S staining and values at time 0.

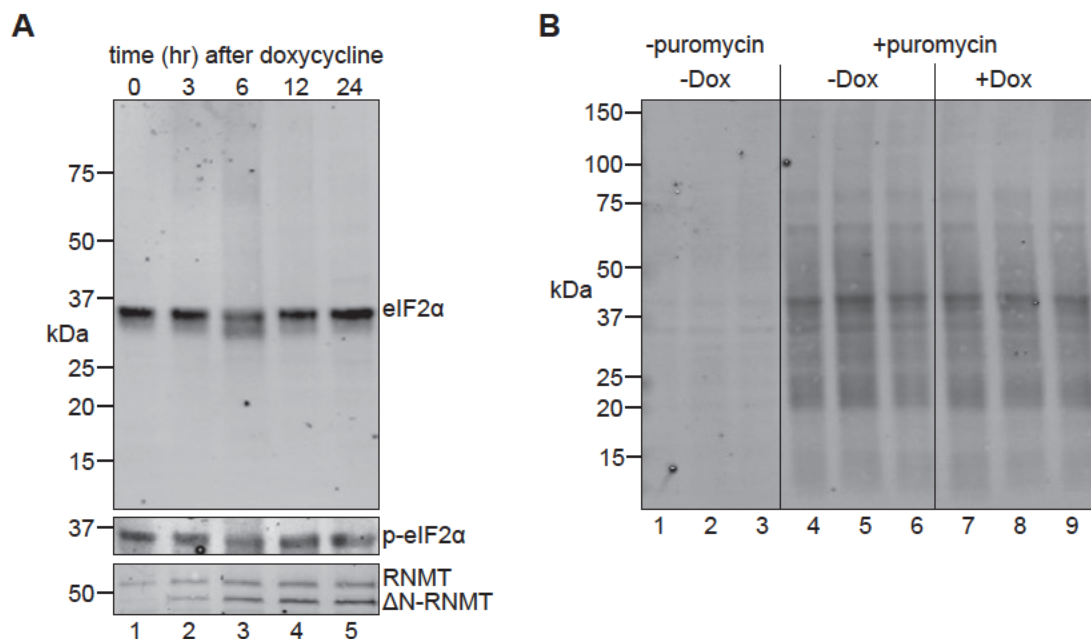

**Figure S3 (Related to Table 2)**

**ΔN-RNMT induction does not impact the integrated stress response or global translation. A.** Doxycycline (1 μg/ml) was added at time 0 to cells carrying the tetracycline-inducible ΔN-RNMT transgene. Cytoplasmic extracts recovered at the indicated times were analyzed by Western blotting with antibodies to eIF2α (Proteintech, 1170-1-AP), phospho-eIF2α (Cell Signaling, D9G8), and RNMT (bottom panel). **B.** The global impact of ΔN-RNMT on translation was determined by pulse labeling with puromycin as described in Schmidt, E. K., et al. (Nat Methods 6, 275-277, 2009). Triplicate cultures were incubated for 24 hr without (lanes 1-6) or with (lanes 7-9) doxycycline. They were then treated for 10 min with DMSO (-puromycin) or 10 μg/ml puromycin, washed twice with pre-warmed medium and incubated for an additional 50 min prior to harvest. Puromycin incorporation was determined by Western blotting with anti-puromycin monoclonal antibody (12D10, Millipore Sigma MABE343).

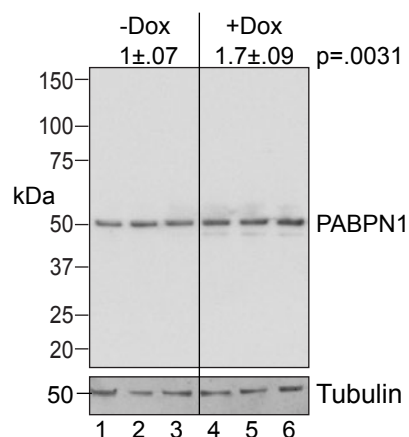

**Figure S4 (related to Figure 5)**

**PABPN1 is elevated in  $\Delta$ N-RNMT expressing cells.** Cytoplasmic extracts were prepared as in Figure S3 from triplicate cultures of U2OS cells carrying the  $\Delta$ N-RNMT transgene that were incubated for 24 hr in the absence (-Dox) or presence (+Dox) of 1  $\mu$ g/ml doxycycline. Equal amounts of protein were loaded onto an SDS-PAGE and Western blotting was performed with mouse antibodies to PABPN1 (Proteintech 66807-1-Ig) or  $\alpha$ -tubulin (Sigma T6199). Western blots were visualized using anti-mouse Alexa Fluor 594 (Thermo Fisher A11005). PABPN1 normalized to  $\alpha$ -tubulin is shown as the mean  $\pm$  standard deviation. Statistical significance was determined by Student T-test in GraphPad.

How the deposited data were processed for this re-analysis (not part of the article)

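The data were tag counts from cytoplasmic RNA of human U2OS-TR cells, in 5 uninduced and 5 induced libraries of the line with the ΔN-RNMT transgene and in 3 untreated and 3 doxycycline-treated libraries of the parental line. The authors deposited unnormalized counts per Ensembl gene, made with the Lexogen QuantSeq REV pipeline for GRCh38. Each of the 16 libraries lists 60107 genes, 92 spike-in entries that all hold 0 counts and 5 summary entries that are not genes. The aligner, annotation release, use of strand and handling of duplicate tags are not named in the paper's text. No column of the count tables was left out. Gene names and coordinates were taken from GENCODE release 44, which matched 56104 genes, 4 more were named from the paper's tables, and 3999 had no name.

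Depth was between 12527183 and 23251834 gene counts in the transgene line and between 1473286 and 3214808 in the parental line. The common biological coefficient of variation was 0.320 in the transgene line and 0.444 in the parental line. On counts simulated from these libraries with 200 changed genes, edgeR recovered 26% of the genes changed 2-fold and 90.5% of those changed 4-fold in the transgene line. A simulated dependence on GC content gave 2499 false calls without offsets and 4 with them.

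Genes with a base mean above 20 were tested, which left 13038 in the transgene line, 9124 in the parental line and 12265 in the test of whether the lines respond differently. Counts were analysed in R 4.3.3 with edgeR 4.0.16 (TMM factors, quasi-likelihood test, Benjamini-Hochberg adjustment, calls at an adjusted P below 0.05, and a 1.5-fold limit where the paper uses it). The standard error of a log2 fold change was its size divided by the square root of the test statistic. DESeq2 1.42.0, sva 3.50.0 and Python 3.11.15 were also used. Log2 values per library used a prior count of 2. Means per group are of TMM-scaled values with the SD over libraries. Sets were compared over all 252 splits of 10 libraries into 5 and 5, and paired differences over the 32 sign patterns. Random lists matched on expression in 50 bins were drawn 10000 times.

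The alternatives were DESeq2's Wald test with its defaults and with a beta prior, DESeq2's size factors, total counts alone, edgeR's filterByExpr, no filter, the replicate number as a block, offsets for GC content (lowess span 0.5) with and without that block, 1 surrogate variable, and each replicate left out. Offsets for transcript length and for GC content of the last 300 nt, and library scores on the main axis of the uninduced or the parental libraries as covariates, were added after seeing the data. Replicate numbers come from the library labels, and neither the labels nor the paper say whether same-numbered libraries were grown together.

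Genes were named by a rule set in advance, which took every gene the paper names with a statement on its level, and the 5 largest rises and 5 largest falls among called genes whose groups did not overlap. BCL2L2 was included because a readthrough transcript joins it to PABPN1. Tag positions, the longer TOP list and PANTHER classes were not used here, so 3′ end use and class enrichment were not recomputed. RT-qPCR, western blots and cap assays were not analysed here. Overlaps with neighbouring genes are not reported here for every gene.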

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

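The tests of splits between the lines and of depth were chosen before their results were seen, and the test of swapped labels was chosen only after the order of the libraries was seen.

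In 80 groups of 5 libraries, 7 held a library whose gap to its nearest neighbour, divided by the range of its group, was above 0.71, where about 1 in 20, or 4, is what chance gives. These were STRN4 in induced replicate 5 (48.1 CPM), EIF3D in uninduced replicate 5 (910.5), XRCC6 in induced replicate 2 (1533), NUDT21 in uninduced replicate 5 (213.9), CPSF7 in uninduced replicate 3 (149.6), DDX21 in induced replicate 5 (138.6) and the mean z-score of the TOP list in induced replicate 2 (−0.0480). The groups share libraries, so they are not independent. Uninduced replicate 5 and induced replicate 2 account for 4 of the 7. Swapped labels of these libraries were tested by RNMT, which was 3.205 times as high in induced replicate 2 as in uninduced replicate 5, the opposite of what a swap would give. No other explanation of single libraries was tested.

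The response to doxycycline differed between the transgene line and the parental line for 365 of 12265 genes at a Benjamini-Hochberg adjusted P below 0.05 in edgeR, 270 with a negative and 95 with a positive difference. Of these, 308 were also called in the transgene line. When libraries were scaled by total counts alone 91.3% of the calls were positive, against 26.0% with TMM, with a median difference of 0.49 over all genes. Among the genes named, the log2 difference was 2.43 for RNMT, −1.16 for VDAC3, −2.15 for RPS4X, −1.99 for EIF3K, −1.91 for EIF3D, −1.27 for CPSF6, 6.48 for ATXN2L and 2.37 for MALAT1. In the separate fits VDAC3 changed by −0.18 in the transgene line and 0.76 in the parental line. For CPSF6 the changes were −0.26 and 0.78, and for MALAT1 0.03 and −2.57. These differences thus lie mainly in parental changes, which edgeR did not call. The transgene change was the larger for RNMT, RPS4X and, only slightly, EIF3K and EIF3D. ATXN2L did not pass the parental filter. Of 100 splits of the 128 possible, each parting all same-numbered libraries, 7 gave as many calls, the real one included, and 71 gave none. Of the other 6, 2 kept every transgene label and so the real transgene contrast, and 4, of 93 splits, exchanged at least 1 transgene pair. This leaves open whether the count is larger than other groupings give. The lines also differ in instrument, facility, read length and depth, which cannot be told apart from the transgene.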

How the results depend on the processing

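The offsets for transcript length and 3′ GC content and the axis covariates were chosen after seeing the data, and the cause of the changes was not tested.

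In the transgene line, calls numbered 1 with a surrogate variable (0 lower and 1 higher by 1.5-fold), 3200 with 3′ GC offsets (1265 higher) and 0 with the uninduced or the parental axis covariate (0 lower and 0 higher, with 929 and 776 genes at an unadjusted P below 0.05). A surrogate variable or axis covariate that follows the treatment also removes its effect, so the counts with them do not decide. Scaling by total counts gave 1078 lower and 3583 higher, and GC offsets gave 1425 higher. The 10 fits that each left out 1 replicate gave from 1869 to 7604 calls, from 914 to 2944 lower and from 900 to 3648 higher. The replicate block, for which same-numbered libraries had a mean correlation of 0.0260, gave 5188 calls.

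Parental calls numbered 1 with DESeq2's defaults, 1 with its beta prior, 10 without a filter and from 0 to 2 across the 6 fits that left out 1 replicate, where those with 0 had between 66 and 834 genes at an unadjusted P below 0.05. Differences between the lines numbered 1489 with DESeq2's defaults, 1573 with the beta prior, 236 with size factors, 3 with filterByExpr, 150 without a filter, 222 with the block, 834 with a surrogate variable and from 0 to 2290 with 1 replicate left out. Fits of 3 against 3 transgene libraries at full depth gave a median of 100 calls.

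Lower genes of the TOP list numbered 72 with total counts, 71 with the block and GC offsets, 43 with 3′ GC offsets, 0 with a surrogate variable, 0 with either axis covariate and from 74 to 116 with 1 replicate left out. Of the genes changed in both 3′ end use and level, 80.0% of calls were higher with total counts, and from 63.9% to 74.7% with 1 replicate left out. Of those changed in 3′ end use alone, the share was 100% with total counts, 52.9% with both DESeq2 fits, 59.3% with size factors, 70% without a filter, 60% with the block, 11.4% with the block and GC offsets, 13.3% with GC offsets and from 44.4% to 100% with 1 replicate left out.

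Family tests past the threshold numbered 2 with the beta prior, size factors, filterByExpr, the block, and the block with GC offsets, 8 without a filter and from 0 to 5 with 1 replicate left out. Without a filter, the background holds many genes with few counts that were seldom called, so odds ratios can rise through it alone. The odds ratio of higher splicing factors was 0.9748 with DESeq2's defaults, 0.856 with the block and GC offsets, 0.803 with GC offsets and from 0.716 to 1.39 with 1 replicate left out. That of zinc finger factors was 1.26 without a filter. That of chromatin proteins was 1.04 with DESeq2's defaults, 1.06 with the beta prior, 1.09 with size factors, 1.08 with filterByExpr, 2.18 without a filter, 1.40 with GC offsets and from 0.802 to 1.50 with 1 replicate left out. The ribosomal protein score differed by 0.15 with total counts, by −0.30 relative to the median and from −0.14 to −0.051 with 1 replicate left out. The lowest correlation was 0.809 on the log2 scale and 0.794 by ranks.

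VDAC3 changed sign with total counts (0.050), which moved the median of all genes from 0.04 to 0.28. NUDT21 changed sign with the block and GC offsets (−0.021), GC offsets (−0.015), 3′ GC offsets (−0.15) and the parental axis covariate (−0.050). With 3′ GC offsets PCF11 was −0.17 and RDH11 −0.025. With the uninduced and parental axis covariates the log2 fold changes were −0.055 and −0.070 for PABPN1, −0.060 and −0.10 for PCF11, 0.0023 and 0.020 for RNGTT, −0.041 and −0.085 for LARP1, and 0.25 and 0.22 for DDX21, with the uninduced one first. Over the alternatives set in advance other than leaving out replicates and the surrogate variable, which was not tallied for single genes or families, single genes gave 279 unchanged results, 15 weaker, 27 stronger and 3 reversed, and families gave 60 unchanged, 18 weaker, 11 stronger and 10 reversed. The fits that left out 1 replicate gave 309 unchanged, 32 weaker and 11 stronger results for genes, and 75 unchanged, 15 weaker, 6 stronger and 14 reversed for families. With the settings added later, genes gave 62 unchanged results, 57 weaker, 7 stronger and 14 reversed.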

Differences from the paper's values

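The paper's figure gives about 1 RNA called with doxycycline in the parental line (Supplementary Figure S1C, read by eye), against 0 here with edgeR, where 267 genes had an unadjusted P below 0.05. Of the alternatives set before the data were examined, DESeq2's defaults and its beta prior gave 1, no filter gave 10, and the others left the gap.

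For log2 fold changes, a gap is a difference larger than the larger of the standard errors, the paper's and that of the setting. A setting with a larger standard error can thus lie farther from the paper's value without a gap. For ATXN2L the paper's log2 fold change was 3.14 and the value here 3.90. With DESeq2's beta prior it was 3.14, and with the replicate block 3.48, both without a gap, as were several fits that left out 1 replicate. The other alternatives set before the data were examined left a gap. For TCERG1L-AS1 the paper's value was 2.68 and the value here 3.53. The beta prior gave 2.68 and GC offsets 3.31, and the fits without uninduced replicate 1, 2 or 4 had no gap either, whereas the other alternatives set before the data were examined had one. For TGDS the paper's value was 2.73 and the value here 3.30. The beta prior gave 2.73, GC offsets 2.70 and the block with GC offsets 2.62, and some fits that left out 1 replicate had no gap. The other alternatives set before the data were examined had one. For TNFRSF11B the paper's value was 2.40 and the value here 2.90. The beta prior gave 2.40, GC offsets 2.51, the block with GC offsets 2.59, DESeq2's defaults 2.91 and size factors 2.86, all without a gap, as were some fits that left out 1 replicate. Total counts, filterByExpr, no filter and the block left one.

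The paper's filter left 12134 genes, whereas a base mean above 20 left 13038 genes here over the 10 transgene libraries and 12265 over all 16. The paper states that mRNAs for CFIm and CFIIm were not affected. Here CLP1 was called higher, with a log2 fold change of 0.74 (adjusted P = 0.0343, edgeR with Benjamini-Hochberg adjustment). Its adjusted P lay between 0.0217 and 0.0510 over the alternatives set before the data were examined other than leaving out replicates and the surrogate variable, with which only RNMT was called, and with 3′ GC offsets, chosen after seeing the values, it was 0.129 (edgeR and DESeq2 with Benjamini-Hochberg adjustment). CPSF7 was called by DESeq2's Wald test, at −0.54 by its defaults (adjusted P = 0.0416, Benjamini-Hochberg), and by edgeR without uninduced replicate 5, at −0.59 (adjusted P = 0.0222, Benjamini-Hochberg). CPSF6 was called with GC offsets, at −0.77 (adjusted P = 0.0291, edgeR with Benjamini-Hochberg adjustment). NUDT21 and PCF11 were called with total counts alone, at 0.73 and 0.65 (adjusted P = 0.0292 and 0.0317, edgeR with Benjamini-Hochberg adjustment), and also by edgeR without uninduced replicate 5 and without induced replicate 2. The paper lists ACTB as a non-target control for tag positions, and here it was lower, at −1.26, as in the paper's own table. Of the listed lower TOP mRNAs 109 of 116 were lower by more than 1.5-fold with edgeR, and 116 with DESeq2's defaults or with size factors.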

Other observations

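The tests of transcript length, of 3′ GC content, of library size and of swapped labels were chosen only after the result was seen. So were those of variation that does not need the transgene, with its axis covariates, and of splits in the parental line. The others were set in advance, except where stated.

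The first principal component held 78.9% of the variance of the 10 transgene libraries. Across 12777 genes, the loadings of the first component of the 5 uninduced libraries alone, which hold no induced cells, correlated with the change on induction with an absolute r of 0.871. The loadings of the 6 parental libraries correlated with it across 8691 genes with an absolute r of 0.646. Part of the difference between induced and uninduced cells may therefore follow an axis along which cells vary without induction of ΔN-RNMT. Some ΔN-RNMT in uninduced cells is not excluded by these counts, although the paper's western blot and immunofluorescence detected it only with doxycycline. Uninduced replicate 5 was the highest uninduced library on the first component of the 10 libraries (33.9) and in RNMT (112 CPM). Untreated parental libraries, which lack the transgene and were sequenced and scaled apart, had RNMT from 73.4 to 124 CPM, so 112 CPM alone does not show leakage. The axis is a hypothesis found and tested on the same libraries. Scores on these axes as covariates left 0 calls, with 929 and 776 genes at an unadjusted P below 0.05, but a covariate that tracks the treatment also removes its effect, so this does not decide between them. The difference between doxycycline-treated and untreated parental libraries correlated with the change in the transgene line with an r of −0.23. Since edgeR called 0 genes between these parental libraries, the correlation does not compare 2 established effects of doxycycline.

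Technical explanations of this axis were weighed. With transcript length offsets 83.5% of the calls remained, so length does not explain most of them. With GC offsets 53.4% remained and with offsets for the GC content of the 3′ end 47.1%, so either bias may contribute. Spearman correlations with the change were −0.42 for GC content and −0.51 for GC content of the 3′ end. A score of 5 nuclear RNAs (KCNQ1OT1, MALAT1, NEAT1, OIP5-AS1, SNHG14) correlated with the first component with a rho of 0.576 (two-sided permutation P = 0.0889) but a Pearson r of 0.241 (two-sided permutation P = 0.531), which leaves nuclear RNA in the cytoplasmic fraction open. Library size had a rho of −0.6 (two-sided permutation P = 0.0737), but 0.9 within uninduced and −0.9 within induced libraries, which depth alone would not give. RNMT was 3.205 times as high in induced replicate 2 as in uninduced replicate 5, against a swap of labels. Since GC content, of the transcript or of its 3′ end, and nuclear RNA remain, the axis cannot be told apart from them.

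Of 16 splits of the transgene libraries that part all same-numbered pairs, 1, the real one, gave as many as its 5183 calls. The others gave a median of 0 and at most 1821. A share below 1 in 16 is not possible among these splits, which rest on a pairing by number that the libraries did not show. Of 84 other splits 1 gave as many, with 7851 calls. That split joined 4 uninduced libraries with an induced library, so a wrong grouping gave more calls than the real labels. In the parental line 4 of 4 such splits gave at least its 0 calls (267 genes at an unadjusted P below 0.05), which any split would. For the difference between the lines 7 of 100 splits gave as many calls.

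Whether size and depth account for the lack of calls in the parental line was left undecided. Transgene libraries taken 3 against 3 and thinned to the parental depth gave a median of 37 calls over 100 choices, or 0.714% of the full comparison, and 44 choices gave none. At full depth 45 gave none. The 40 choices without uninduced replicate 5 gave between 1565 and 5382 calls when thinned, and all 44 choices with none included it. Choices with induced replicate 2 gave none in 36 of 60 (median 0), against 8 of 40 without it (median 107.5). The low median thus follows these libraries, mainly uninduced replicate 5, rather than size and depth alone. These splits of the choices were made after their results were seen.

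Ribosomal protein genes had a median log2 fold change of −0.31 (−0.07 under total counts, where all genes had 0.28). Lists matched on expression gave a median between −0.53 and −0.22, and the set lay at percentile 70.73, so expression level may account for the fall. The median was −0.25 with GC offsets (−0.032 for all genes). It was −0.19 with length offsets (−0.034 for all genes) and −0.085 with 3′ GC offsets (−0.025 for all genes). The length and 3′ GC offsets were tried after seeing the data. Each offset brought the median of the set closer to that of all genes, so GC content, transcript length and GC content of the 3′ end are not excluded. The share of lower genes went the other way with GC offsets. Its odds ratio rose from 1.56 to 2.99 (adjusted P = 5.2e-04, Fisher's exact test), so the 2 measures differ on GC content. Zinc finger genes had a median of 0.06, at percentile 18.3 of matched lists, so their level may likewise follow expression. With GC and length offsets it was −0.0976 and −0.0611, too close to 0 to decide.

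XRCC6, which is not among the listed TOP mRNAs, fell by 1.54 on the log2 scale, from 2633 ± 1250 to 903 ± 355 CPM (SD, n = 5 each), with an adjusted P of 0.0175 (edgeR, Benjamini-Hochberg). Among mRNAs for cap and decay proteins, log2 fold changes were −0.39 for RNGTT, 0.84 for RAMAC, 1.48 for NCK1, 0.60 for LARP1 and 0.67 for XRN1. Of these RAMAC, NCK1 and XRN1 passed the threshold, with adjusted P of 0.0478, 0.0175 and 0.0175 (edgeR, Benjamini-Hochberg), while RNGTT and LARP1 did not, at 0.0729 and 0.0502. These calls depended on the setting. With the replicate block RAMAC no longer passed (0.0554) and LARP1 did (0.0494). With GC offsets XRN1 and RAMAC did not pass, at log2 fold changes of 0.19 and 0.35 (adjusted P = 0.311 and 0.322), while RNGTT and LARP1 did, at −0.84 and 0.77 (adjusted P = 0.0280 and 0.0420), all from edgeR with Benjamini-Hochberg adjustment.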
